# *Toxoplasma gondii* infection of neurons alters the production and content of extracellular vesicles directing astrocyte phenotype and contributing to the loss of GLT-1 in the infected brain

**DOI:** 10.1371/journal.ppat.1012733

**Published:** 2025-06-16

**Authors:** Emily Z. Tabaie, Ziting Gao, Nala Kachour, Arzu Ulu, Stacey Gomez, Zoe A. Figueroa, Kristina V. Bergersen, Wenwan Zhong, Emma H. Wilson

## Abstract

*Toxoplasma gondii (T. gondii),* a prolific protozoan parasite, forms cysts within neurons of the central nervous system that maintain infection for the lifetime of the host. Astrocytes are fundamental to neuronal health by providing nutrients and structural support and help regulate neurotransmitters by continuous communication with neurons. It is not yet known how infection and the presence of intracellular cysts, disrupts the crucial relationship between these cells. Extracellular vesicles (EVs) function in intracellular communication and can contain proteins, lipids, DNA, miRNA, and other RNA subtypes. EVs are produced by all cells and play an important role in neuronal-astrocyte interactions, including the regulation of glutamate receptors on astrocytes. Previous work has demonstrated that Toxoplasma infection reduces astrocytic expression of the primary glutamate transporter, GLT-1. Here we tested if cyst infection of neurons alters the production and content of EVs. EVs were isolated from uninfected and infected primary murine cortical neurons and their size, concentration, and characterization were confirmed with nanoparticle tracking analysis (NTA), transmission electron microscopy (TEM), ELISA, western blot, liquid chromatography (LC)-mass spectrometry (MS)/MS, and microRNA sequencing. Analysis reveals that infection of neurons reduced neuronal production of EVs and altered their protein and miRNA content. In addition to changes in host protein content, EVs from infected neurons contained the Toxoplasma proteins GRA1, GRA2, GRA7, MAG1 and MAG2. Following incubation of neuronal EVs with primary astrocytes, GRA7 protein could be observed within intracellular EVs and the nuclei of GRA7^ +^ EV-containing cells. EVs from infected neurons altered gene expression of astrocytes resulting in an increase in pro-inflammatory transcriptional signatures, along with a downregulation of GLT-1 protein expression with similar transcriptional changes found in astrocytes *in vivo*. These results demonstrate the ability of a parasitic infection in the brain to alter EV production and the fundamental communication between neurons and astrocytes.

## Author summary

Infection with the obligate intracellular parasite, *Toxoplasma gondii,* leads to neuronal cysts in the brain for the lifetime of the host. Our lab has previously determined that chronic infection leads to loss of astrocytic glutamate transported, GLT-1, leading to neuronal excitotoxicity. GLT-1 can be regulated by neuronal derived extracellular vesicles (EVs). We wanted to determine if cyst infection of neurons altered EV production and content and if EVs derived from cyst-containing neurons changed astrocyte function. Our study found that Toxoplasma cyst infection decreased EV production by neurons and altered EV host protein and miRNA content. In addition, EVs from infected neurons contained parasite derived proteins including the secreted dense granule protein GRA7. Incubation of these EVs with astrocytes led to EV uptake, GRA7 localization to the nucleus, a decrease in GLT-1 expression, and changes in the transcriptional signature of astrocytes to a pro-inflammatory response. Finally, these changes in astrocytic gene expression could be seen *in vivo* following infection using scRNAseq. This study demonstrates that Toxoplasma cysts alter neuron-astrocyte communication bypassing traditional immune mechanisms of recognition and leading to changes in astrocyte function.

## 1. Introduction

Nearly one-third of the world’s population is infected with the obligate intracellular parasite, *Toxoplasma gondii (T. gondii)* [1,2]. Following a period of rapid replication and systemic inflammation, infection leads to slow growing tissue cysts in the brain, skeletal and cardiac muscle of the host [3]. Along with the transition to the less cell lytic cyst form, chronic infection is mediated by the ability of the parasite to manipulate cell signaling pathways and inhibit host cell defense mechanisms [4] in macrophages [5,6], dendritic cells [7], and neurons [8].

In the murine brain, cysts vary in size between 5 and 70 μm, are intracellular, and typically reside within neurons. Neurons are responsible for receiving and sending sensory and motor signals, allowing for information to be transmitted across great distances [9]. Although Toxoplasma infection does not cause significant clinical pathology in the immune competent individual, there is evidence cyst infected neurons are functionally compromised with a reduction in dendritic spines and electrical activity [3,10]. The function of neurons is intimately linked with astrocytes, glial central nervous system (CNS) resident cells. Astrocytes are the most abundant glial cell in the brain and assist with support and nourishment of neurons, promoting signaling, and taking-up nutrients from the blood to transfer to neurons [11]. In addition, astrocytes are vital for maintaining the blood brain barrier (BBB) and their dysfunction can lead to neurological disorders, including neurodegenerative diseases, stroke, and epilepsy [12]. Importantly, astrocyte-to-neuron communication is mediated through multiple channels including direct cell-to-cell contact, secretion of neurotransmitters, hormones and neuromodulators, or the production, secretion and uptake of extracellular vesicles (EVs). Neurons can communicate information to other cells through electrical and chemical synapses, however, recently their ability to transfer material in EVs has established an important additional paracrine cell-cell mechanism. The communication between neurons and astrocytes is vital for various functions, including synapse formation, ion homeostasis, and the regulation of important neurotransmitters [13].

Glutamate is the primary excitatory neurotransmitter in the brain. Astrocytic glutamate transporter, GLT-1, is responsible for 90% of extracellular glutamate uptake in the CNS, a crucial function to prevent glutamate buildup in the synaptic cleft [14]. GLT-1 dysregulation results in excess glutamate concentrations resulting in an excitotoxic state that can lead to spontaneous seizure activity [15,16]. Astrocytes regulate CNS glutamate by adjusting uptake, release, and synthesis into glutamine. We have previously demonstrated that following Toxoplasma infection, there is a decrease in GLT-1 expression resulting in an increase in extracellular glutamate concentrations [10]. GLT-1 expression is dysregulated in many neurological diseases, making its downregulation an important area of research. The exact mechanism of GLT-1 regulation has yet to be identified, however post-translational modifications and extracellular vesicles are at least partially responsible for its regulation [17–19].

EVs are membrane bound molecules that contain proteins, lipids, DNA, miRNA, and other RNA subtypes. All cells are able to secrete EVs and they can be observed in biological fluids including blood, tear, saliva, urine, breast milk, and cerebrospinal fluid [20,21]. Parasites, including *T. gondii*, also have the capability of producing their own EVs [22,23]. EVs are derived from the fusion of multivesicular bodies with the plasma membrane and upon the extracellular release of the intraluminal vesicles, the EVs can dock to the plasma membrane of the target cell and enter through fusion or endocytosis mechanisms [24]. EVs release their content and alter signaling pathways to assist with cellular communication, through an unknown process. One main characteristic of EVs is that they can function in intercellular communication without the need for cell-to-cell contact or specific receptor interactions.

Here we describe the ability of Toxoplasma infection to alter the production and content of EVs from infected neurons and the resulting effect on recipient astrocytes. Results demonstrate a significant decrease in the concentration of EVs from *T. gondii* infected neurons and an alteration in EV protein and miRNA content. EVs from infected neurons altered astrocytes, including an upregulation in inflammatory genes and a significant decrease in astrocytic GLT-1 protein expression. These processes reveal a previously unknown mechanism of parasite-induced changes in the brain that have the potential to broadly alter neurochemistry in the infected CNS.

## 2. Results

### 2.1. *T. gondii* infection of neurons decreases the production of EVs

To determine if infection of neurons alters EV production, EVs were isolated from primary cortical neurons and infected with *T. gondii.* Toxoplasma spontaneously forms cysts in neurons [25–27], however we have found that too many parasites cause rapid and complete neuronal cell death. To determine the maximum number of infected neurons with the least amount of neuronal damage, four different multiplicity of infections (MOIs) (0.25, 0.50, 0.75, and 1.0) were tested. Primary cortical neurons were infected with their respected MOIs, 8 days after culture to ensure full development and confluency of neurons pre-infection, and images were taken 3 days post infection (d.p.i). From 1x10^5^ seeded embryonic cortical stem cells ~10,000 cells develop fully into neurons and this cell count remains constant irrespective of infection. Neuronal morphology and health were confirmed with MAP2 (microtubule associated protein 2) staining of dendrites, and NeuN (neuronal nuclear antigen) staining of the nucleus (Fig 1A). Cyst generation was confirmed with DBA (*Dolichos biflorus* agglutinin) that binds to sugars of the cyst wall and were found both in the dendrite and soma [3,8,28,29] (Figs 1 and S1). A decrease in dendrite number was observed as MOI increased [30,31] (S1C Fig), consistent with dendritic loss seen *in vivo* following Toxoplasma infection in mice [3,10]. An MOI of 0.50 resulted in >95% of neurons positive for NeuN and MAP2, indicating minimal neuronal toxicity [28,29] (Fig 1D). To maximize the number of infected neurons in culture while optimizing neuronal health, an MOI of 0.50 was chosen for the remaining experiments.

**Fig 1:**
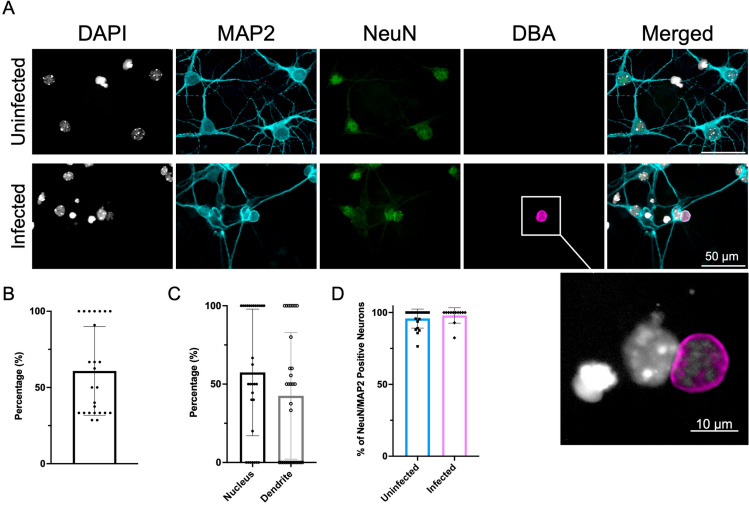
Primary cortical neurons infected with Toxoplasma. Infection with a MOI (multiplicity of infection) of 0.50. For quantifications “n” represents a single cell throughout multiple experiments. **(A)** Images taken three days post infection. DAPI stains the nucleus, MAP2 stains the perikarya and dendrites on neurons, NeuN stains the nucleus of the neurons, DBA stains the sugars of the cyst wall. In the infected neurons there is overlap of the cyst and neuron. Scale bar at 50 µm. **(B)** Quantification of the percentage of infected neurons. The number of cysts and neuronal nuclei were counted in order to calculate the percentage of infection. Around half of the neurons were infected with *T. gondii,* which is consistent with the MOI of 0.50. **(C)** Quantification of the percentage of cysts located in the nucleus versus the dendrite of the neuron (Unpaired t-test, n (Nucleus) = 30, n (Dendrite) = 30, Nucleus vs. Dendrite p value = 0.1586). **(D)** Quantification of the percentage of MAP2 and NeuN positive neurons (Unpaired t-test, n (Uninfected) = 21, n (Infected) = 12, Uninfected vs. Infected p value = 0.4533).

EVs were harvested from neurons at day 3 post infection. To confirm EV characteristics, transmission electron microscopy (TEM) was conducted to determine size and morphological changes upon infection. TEM confirmed the circular morphology of EVs from both uninfected and infected neurons, consistent with previous publications [32–35] (Fig 2A). Quantification of EV size demonstrated no significant difference between EVs from uninfected and infected neurons (Fig 2B). Nanoparticle tracking analysis (NTA) was performed to determine the average size and concentration of EVs. Phosphate buffered saline (PBS) was used as a negative control [36,37]. EVs from C57BL/6 mouse embryo fibroblasts were used as a positive control at a known particle concentration (STEMON, 1x10^9^ particles/mL). NTA allowed for visualization of the distribution of particle size in the control and experimental groups (Fig 2C). NTA quantification of EVs from uninfected and infected neurons demonstrated a significant decrease in particle concentration following infection (p < 0.005) (Fig 2D) with no significant difference in particle size (Fig 2D), consistent with the TEM data. Since NTA measures all particles and is not specific to EVs, a CD63 ELISA was conducted [38]. CD63 is one of three tetraspanin proteins, along with CD81 and CD9, commonly found on the surface of EVs and is widely used as an identifying EV marker [39,40]. CD63 quantification confirmed the presence of EVs from neuronal samples and that infection with *T. gondii* decreases CD63^+^ EV concentration (p < 0.05) (Fig 2E). To further confirm the presence of EVs in the two samples a Western blot probed for the presence of CD9, a tetraspanin protein, and Calnexin, an endoplasmic reticulum protein that should not be present in EV samples [41]. Western blots further confirmed the presence of EVs in both uninfected and infected neuronal samples (Fig 2F). Overall, these experiments determined that following Toxoplasma cyst infection of murine cortical neurons there is a significant decrease in neuronal production of EVs.

**Fig 2:**
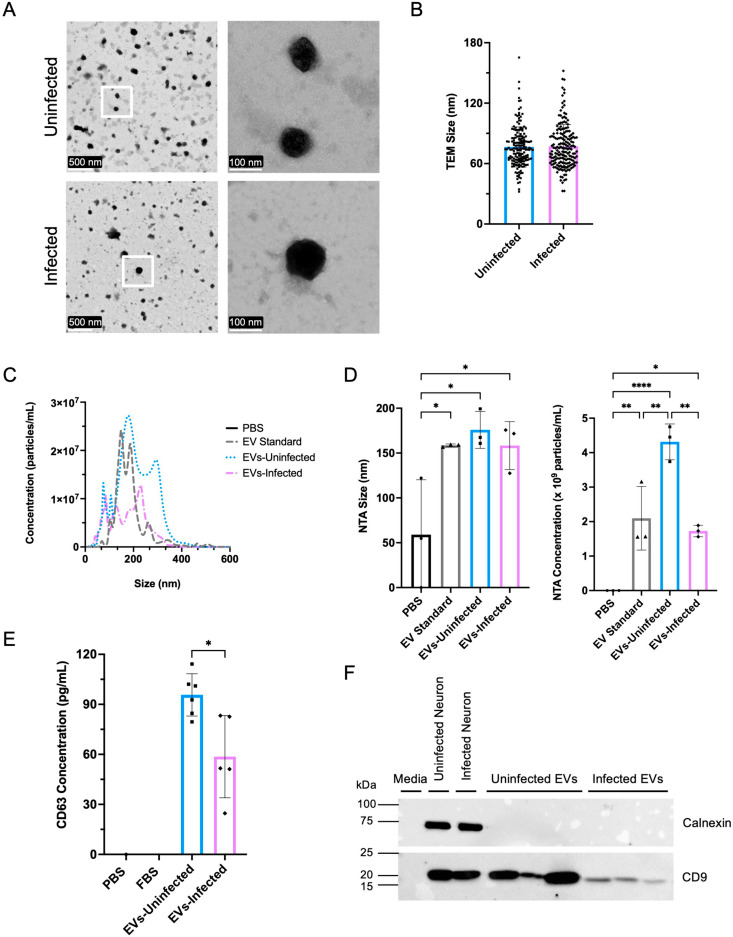
Toxoplasma infection leads to a decrease in the concentration of EVs. **(A)** Transmission Electron Microscopy (TEM) of EVs isolated from uninfected and infected neurons. Right hand panels are zoomed in images of areas outlined by the white box in the corresponding left panels. **(B)** Quantification of the size of EVs from TEM images. “n” represents an EV that was counted throughout multiple slides (Unpaired t-test, n (Uninfected) = 169, n (Infected) = 179, Uninfected vs. Infected p value = 0.7691). **(C)** Nanoparticle Tracking Analysis (NTA) of particles from PBS, EV Standard, EVs isolated from uninfected neurons, and EVs isolated from infected neurons. **(D)** Particle size and concentration of EVs from NTA. “n” represents an EV batch that was run on the NTA or ELISA throughout multiple isolation experiments. Size (One-way ANOVA, n = 3, EV Standard vs. EVs-Uninfected p value = 0.9283, EV Standard vs. EVs-Infected p value = > 0.9999, PBS vs. EVs-Uninfected p value = 0.0146, PBS vs. EVs-Infected p value = 0.0338, PBS vs. EV Standard p value = 0.0332, EVs-Uninfected vs. EVs-Infected p value = 0.9245). Concentration (One-way ANOVA, n = 3, EV Standard vs. EVs-Uninfected p value = 0.0042, EV Standard vs. EVs-Infected p value = 0.8309, PBS vs. EVs-Uninfected p value = < 0.0001, PBS vs. EVs-Infected p value = 0.0177, PBS vs. EV Standard p value = 0.0059, EVs-Uninfected vs. EVs-Infected p value = 0.0016). **(E)** Concentration of EVs in neuronal supernatants as determined by CD63 ELISA after centrifugation and ExoEasy Kit (Unpaired t-test, n (PBS) = 1, n (FBS) = 0, n (EVs-Uninfected) = 6, n (EVs-Infected) = 5, EVs-Uninfected vs. EVs-Infected p value = 0.0104). **(F)** Western Blot analysis of EV proteins from uninfected and infected neurons. Infection does not alter EV protein content. Isolated EVs from uninfected and infected neurons containing CD9 (~25 kDa) exposed for 162.3 seconds and not containing Calnexin (~80 kDa) exposed for 40.7 seconds.

### 2.2. *T. gondii* infection alters the protein content of EVs

EVs contain multiple proteins, many of which are involved in the adhesion of the vesicle to the target cell [42] but many that can also reveal function and act as biomarkers of disease [43]. To determine if Toxoplasma infection alters the content of EVs, analysis of proteins via liquid chromatography (LC)-mass spectrometry (MS)/MS was conducted on uninfected and infected neuronal derived EVs. A principal component analysis (PCA) plot was generated to determine the grouping and relationship between EV samples from uninfected (blue) and infected (purple) neurons, demonstrating that protein signatures were different between the two samples (Fig 3A). When comparing protein similarities between the two groups there are 183 proteins that were consistently found in EVs from both uninfected and infected neurons. Only 17 proteins were uniquely identified in EVs from uninfected neurons, however, 101 proteins were found specifically in EVs from infected neurons (Fig 3B). Of all proteins only 20 were significantly differentially regulated and consisted of 6 proteins found only in EVs from infected neurons, and the remaining 14 found in both groups. Proteins significantly altered following infection were aligned to the mouse genome and a volcano plot was generated to visualize infection dependent protein changes (Fig 3C). There were 12 proteins significantly upregulated (red) in EVs from infected neurons, and 8 significantly downregulated (blue) (Fig 3C and S1 Table). Peptide verification was performed for three different protein sequences (S2 Fig). Highly upregulated proteins included vimentin (Vim), tubulin beta-4B chain (Tubb4b) and endoplasmin (Hsp90b1). These proteins have associations with the interferon response, innate immunity, stress response, and structural support (S1 Table). Tubb4b and Hsdp901 are commonly found in EVs, with Hsp90b1 being an identifying marker for isolated EVs [44,45]. Vim, a component of the cytoskeleton and vital for the regulation of intracellular signaling pathways [46] was expressed almost 8-fold higher in EVs from infected neurons. In contrast to the upregulation of immune associated pathways, the top 3 significantly downregulated proteins were involved with neuronal migration and growth (e.g., Reln, Chl1, Aplp1) (S1 Table). Reelin (Reln) is the most downregulated protein in EVs following infection and is linked to neuromodulation by protecting the brain against neurodegeneration and controlling synaptic plasticity [47]. Neuronal cell adhesion molecule L1-like protein (Chl1) and amyloid beta precursor like protein 1 (Aplp1) are involved in dendritic spine pruning and synaptic transmission [48,49]. Gene ontology (GO) was performed on the significant proteins to help identify important functional properties related to protein changes. Thus, upon infection EV protein content suggests a downregulation of synapse organization and migration, and an upregulation in cell adhesion, binding, and intracellular signaling (Fig 3D).

**Fig 3:**
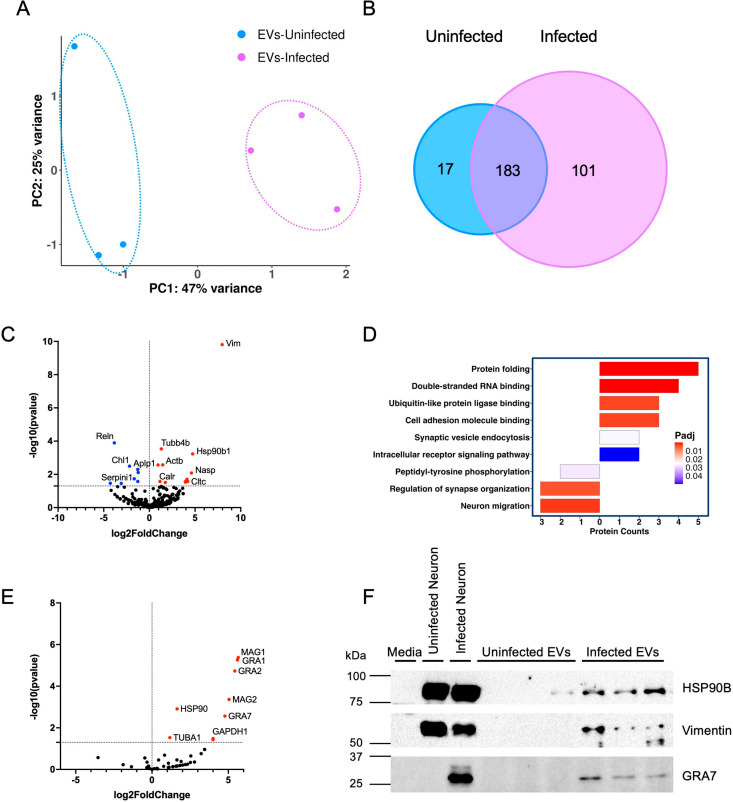
Toxoplasma infection leads to changes in EV protein content. **(A)** PCA (principal component analysis) of EVs from uninfected neurons (blue) and infected neurons (purple) after LC-MS/MS protein analysis. Three replicates per group. **(B)** Venn Diagram depicting the protein alterations following infection. **(C)** Volcano plot of protein changes aligned to the mouse genome. Above -log10(0.05) was considered significant. From the volcano plot 12 proteins are upregulated (red), 8 proteins are downregulated (blue), and 281 proteins are not changed (black). **(D)** GO analysis of Uninfected vs. Infected significant EV proteins. Bar graphs to the right of 0 indicate upregulated GO terms and to the left represent downregulated GO terms. Bar graphs are colored accorded to adjusted p value (padj). **(E)** Volcano plot comparing significant protein alterations following infection when comparing to the Toxoplasma genome. Anything above -log10(0.05) was considered significant. From the volcano plot 9 proteins are upregulated (red), 0 proteins are downregulated (blue), and 48 proteins are not changed (black). **(F)** Western Blot analysis of EV proteins from uninfected and infected neurons. Confirmation of LC-MS/MS protein data. Isolated EVs from infected neurons contain HSP90B (~83 kDa) exposed for 40 seconds, Vimentin (~53 kDa) exposed for 130 seconds, and GRA7 (~32 kDa) exposed for 104 seconds.

Toxoplasma possesses sophisticated machinery to inject parasite proteins into host cells during and in the absence of host cell invasion, altering cell signaling events [50,51]. In addition, the parasite, itself a eukaryotic cell, is capable of EV production [22,23,52]. Thus, collection of EVs from infected neurons has the potential to contain parasite EVs and/or proteins excreted by the parasite and subsequently incorporated into host EVs. To identify any parasite specific proteins, alignment of protein sequences was also made to the Me49 strain of *T. gondii* (Fig 3E). This demonstrates the presence of 9 Toxoplasma proteins contained in neuronal EVs following infection. Some of these proteins are housekeeping proteins often incorporated into EVs (e.g., HSP90B, TUBA1, GAPDH1) [43], but others are *T. gondii* specific proteins known to be secreted effectors (e.g., MAG1, GRA1, GRA2, MAG2, and GRA7) involved in cyst wall formation and host cell manipulation [5,53,54] (Fig 3E). In addition, two cyst-wall specific proteins, MAG1 and MAG2, were present in EVs from infected neurons [53,55] (S2 Table). To validate these findings EV samples were probed by western blot for some of the top proteins identified by LC-MS/MS. Lysed uninfected and infected neurons were used as positive controls. The presence of a band for Vim, HSP90B, and Toxoplasma GRA7 was seen in EVs from infected neurons, consistent with the LC-MS/MS data (Fig 3F). These results demonstrate that infection of neurons with Toxoplasma alters EV content including the addition of parasite proteins.

### 2.3. Infection alters the miRNA content of EVs

The cargo of EVs can be diverse and includes DNA, RNA, and protein. Micro RNAs (miRNAs) can alter gene expression by post-transcriptional silencing or via chromatin modifications to silence or activate genes [56]. Previous work has demonstrated miRNAs (miR), specifically miR-124, from neuronal EVs regulate GLT-1 expression on astrocytes [18,57]. 

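EVs, the membrane-bound vesicles that cells release, were collected from primary cortical neuron cultures of C57BL/6 embryos that were left uninfected or infected on day 8 of culture with the Me49B7 strain of T. gondii at 0.50 parasites per cell (MOI). Medium was taken on day 9 and on day 11, so that the last collection was 3 days post infection. The miRNA-Seq data hold 6 libraries, 3 from EVs of uninfected neurons (EVs-Uninfected) and 3 from EVs of infected neurons (EVs-Infected). For the libraries, the paper names a miRNA kit with unique molecular identifiers, short tags that mark each molecule before amplification, whereas the sample labels name a kit for messenger RNA and, beside the column for EV RNA, a second RNA column. The authors removed the identifiers, aligned the reads to the mouse miRNAs of miRBase and deposited whole-number counts for mature miRNAs, together with the same counts divided by 1 DESeq2 size factor per library. Whether a count is a read or a molecule is not given in the sources used here. The paper's stated depth is around 100 M (mega) reads per sample. The counts on miRNAs, which all values here use, summed to 2229, 1998 and 1663 in EVs-Uninfected replicates 1, 2 and 3 and to 10769, 6054 and 7067 in EVs-Infected replicates 1, 2 and 3. The ratio of the geometric mean totals, infected over uninfected, was 3.96 (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). At least 1 count was found for 106 ± 12.5 (SD, n = 3) miRNAs per EVs-Uninfected library and for 188 ± 15.1 (SD, n = 3) per EVs-Infected library. Over all 6 libraries 264 miRNAs had a count, of which 103 had a total of 3 counts or fewer and 144 had a total under 10. miR-16-5p was the most counted miRNA in every library, with 13.4% to 26.2% of the counts.

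The raw counts were normalized by edgeR's TMM method and tested with its quasi-likelihood test on all 264 miRNAs, since the paper states no filter on low counts. Levels are given as CPM, the count scaled to a common total that the TMM factors adjust. A positive log2 fold change means more in EVs-Infected. The paper assigns miRNAs as differentially expressed on an unadjusted p-value. A miRNA is therefore called at an unadjusted p at or under 0.05. The p adjusted by the Benjamini-Hochberg method is given beside the calls. The choice of scaling sets the zero of every fold change. Over the 120 miRNAs with at least 10 counts in all, the median log2 fold change was 0.39 with TMM factors and 0.13 with relative log expression (RLE) factors. The Poisson interval and the limits from 3 counts cover counting error only, and the intervals of fold changes come from the edgeR standard error.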

To determine if infection of neurons also alters the miRNA content of EVs, miRNA-Sequencing was conducted on EVs harvested from uninfected and infected neurons. miRNA transcript analysis determined distinct separation of EVs from uninfected (blue) and infected (purple) neurons, although with a broader variation of EVs from uninfected neurons. This indicates a parasite driven alteration in miRNA content (Fig 4A). 

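The principal component analysis was repeated on log2 CPM (prior count 2) of all 264 miRNAs, centred but not scaled. The first 2 components held 38.5% and 21.1% of the variance. The EVs-Infected libraries lay at 8.27, 1.44 and 5.78 on PC1 for replicates 1, 2 and 3, and the EVs-Uninfected libraries 1 and 2 at -9.41 and -3.07, with replicate 3 close to the latter. The ratio of the variance between the groups to that within them, a pseudo-F over all miRNAs, was 1.97. This was the highest of the 10 ways to split the libraries into 3 and 3 (exact permutation test, p = 0.1, the smallest possible). The exact permutation test gave p = 0.2 with edgeR's filter on low counts (pseudo-F 1.77) and without EVs-Infected replicate 1 (1.47). The alternative that moved it most was leaving out EVs-Infected replicate 3, which gave 1.34. The groups also differed in depth without overlap. With every library thinned at random to 1663 counts, an alternative chosen after the data were seen, the median pseudo-F over 20 draws was 1.60, and the real split was the highest of 10 in 19 of 20 draws.

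The mean distance of a library to the centre of its group was 8.68 in EVs-Uninfected and 6.77 in EVs-Infected, a ratio of 1.28. Over all ways to reassign the libraries this ratio had p = 0.3 (exact permutation test, two-sided). The p was 0.1, the smallest possible, on the log2 of the normalized counts plus 1 (ratio 1.43), with a prior count of 0.5 (1.32), with a minimum of 10 counts (1.31) and without EVs-Infected replicate 1 (1.59) or 2 (1.66). With a library left out, the smaller group has a shorter mean distance to its centre by its size alone. The ratios of 1.59 and 1.66 therefore cannot be set against 1.28. The ratio was under 1 with rlog (0.976) and with unit variance per miRNA (0.867), and in the thinned libraries its median was 0.95.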

Significantly expressed miRNA z-scores were normalized in order to obtain a heatmap to visualize the enriched miRNAs and observe similarities between the triplicates of each group and differences following infection (Fig 4B). 

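The z-scores of the 14 miRNAs of Fig 4 were recomputed from the authors' normalized counts, as the difference of a library from the mean of the 6 libraries in units of their SD. For 11 of the 14 the z-scores of the groups did not overlap. The other 3 were miR-3473b, miR-143-3p and miR-21a-5p. Since the 14 were picked for their difference between the same libraries, a high share is expected. For 6 of the 8 upregulated miRNAs, EVs-Infected replicate 1 had the highest z-score, and for miR-196a-5p it stood at 2.02 against -0.43 and -0.10 in replicates 2 and 3. For miR-143-3p these z-scores were 1.96, -0.51 and 0.12, so that replicate 2 lay within the EVs-Uninfected range of -0.69 to -0.30. The EVs-Uninfected triplicates were least alike for miR-3473b, at 1.90, -0.69 and 0.34, followed by miR-708-5p, at 1.97, 0.06 and -0.25. In contrast, miR-324-5p stood at 0.68, 1.02 and 1.02 in EVs-Uninfected and between -0.95 and -0.87 in EVs-Infected.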

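By edgeR's quasi-likelihood test, 16 of the 264 miRNAs with a count had an unadjusted p at or under 0.05, 12 of them higher and 4 lower in EVs-Infected, and 248 did not. After Benjamini-Hochberg adjustment 6 miRNAs passed 0.05, with miR-196a-5p, miR-199a-3p, miR-29a-3p, miR-143-3p and miR-434-3p higher and miR-466i-5p lower. DESeq2's Wald test, the study's tool, called 14 miRNAs on the unadjusted p, 8 higher and 6 lower, and 2 on the adjusted p. The count of calls ranged from 6, under edgeR's filter on low counts that left 46 miRNAs, to 26 by limma on the log2 of the authors' normalized counts plus 1 or plus 5. With RLE factors in place of TMM, 9 were higher and 5 lower. All 14 miRNAs of Fig 4C had the direction drawn there in the edgeR fit, and 12 of them were called. Over the list alone, 12 of the 14 passed an adjusted p of 0.05, against 6 over all miRNAs tested. The study chose the list on these libraries, so that the former is not independent evidence.

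Of the miRNAs in Fig 4C that the text does not discuss, miR-434-3p had counts of 0 in each EVs-Uninfected library and of 11, 13 and 21 in EVs-Infected, and was at least 3.96-fold higher against a floor of 3 counts over the EVs-Uninfected group (at least 2.58-fold without EVs-Uninfected replicate 1). Its edgeR adjusted p of 0.026 was 0.127, 0.182 and 0.183 without EVs-Uninfected replicates 1, 2 and 3 and 0.196 without EVs-Infected replicate 3, in a range of 0.00616 to 0.26 over its alternatives, of which 8 of 16 passed 0.05. Its precursor lies on chromosome 12 of GRCm39 from 109560940 to 109561033, antisense to a coding exon of Rtl1. miR-423-5p, from an intron of Nsrp1 on chromosome 11 (76968890 to 76968998), had counts of 0 in EVs-Uninfected and of 8, 8 and 11 in EVs-Infected. It was at least 2.37-fold higher (1.55-fold without EVs-Uninfected replicate 1). Its adjusted p was 0.183 by edgeR and 0.822 by DESeq2. Over its alternatives the adjusted p ranged from 0.00616 to 0.822 and passed 0.05 in 3 of 16. miR-30d-5p, whose precursor lies in an exon of the long noncoding RNA Gm20732 on chromosome 15 (68213057 to 68213138), rose from 8231 ± 2811 to 19446 ± 1726 CPM (SD, n = 3). Its log2 fold change was 1.24 (standard error 0.51, edgeR adjusted p = 0.375). The call was lost without EVs-Uninfected replicate 1 (1.11, adjusted p = 0.832), without EVs-Infected replicate 3 (1.16, adjusted p = 0.852), with RLE factors (0.98) and by limma with 0.1 added (1.03). Over all its alternatives and tools (edgeR, DESeq2 and limma), the adjusted p was between 0.155 and 0.852. miR-708-5p, from an intron of Tenm4 on chromosome 7 (95898631 to 95898739), had 11, 3 and 2 counts in EVs-Uninfected and 6, 3 and 4 in EVs-Infected, a log2 fold change of -2.17 (standard error 0.85, edgeR adjusted p = 0.286). Without EVs-Uninfected replicate 1 it was -1.14 and no longer called. miR-3470a, between genes on chromosome 6 (83067292 to 83067368), had 18 counts in EVs-Uninfected and 29 in EVs-Infected, a log2 fold change of -1.21 (standard error 0.78, edgeR adjusted p = 0.771), and was called by DESeq2 on the unadjusted p (adjusted p = 0.822). A stretch of 20 bases of its precursor occurs up to 42943 times in the genome. The counts of miR-3470a are therefore uncertain.

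**Figure D1:**
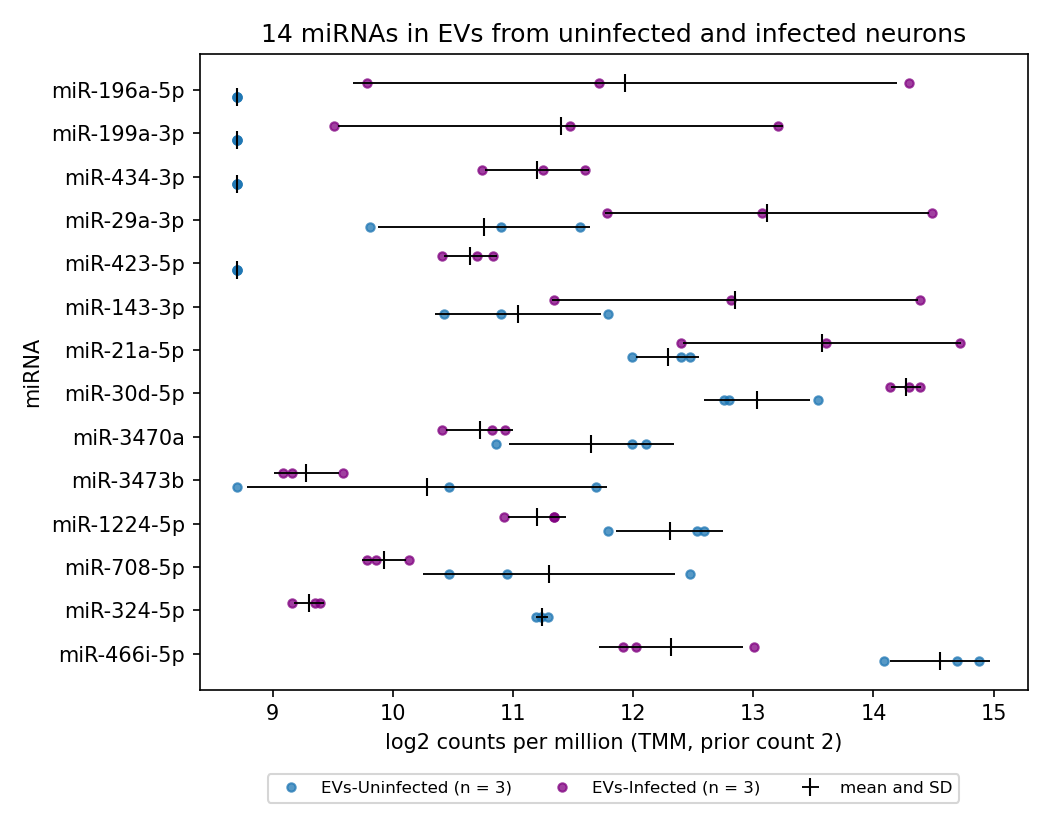
Level of each of the 14 miRNAs of Fig 4C (vertical axis) in log2 CPM, TMM-normalized with a prior count of 2 (horizontal axis), in 3 EVs-Uninfected (blue) and 3 EVs-Infected (purple) libraries. Each point is a library, and vertical ticks and horizontal lines give the mean and SD. Libraries with a count of 0 sit at 8.70, as all 3 EVs-Uninfected libraries do for miR-196a-5p, miR-199a-3p, miR-434-3p and miR-423-5p.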

When aligned to the mouse genome, 264 miRNAs were significantly differentially expressed with 8 miRNAs upregulated (red) and 6 miRNAs downregulated (blue) in EVs from infected neurons (Fig 4C). While some of the identified miRNAs do not have predicted gene targets and known functions, there are many that have been characterized. Of the downregulated miRNAs, both miR-3473b and miR-1224-5p have been reported to enhance inflammation and chemokine release in the brain [58,59] (S3 Table). In addition, miR-324-5p regulates excitatory synapse structure and function [60] and miR-466i-5p is predicted to induce neuronal apoptosis [61]. 

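miR-3473b had 6, 0 and 2 counts in EVs-Uninfected replicates 1, 2 and 3 and 3, 1 and 1 in EVs-Infected, or 1294 ± 1464 and 212 ± 122 CPM (SD, n = 3). The groups overlapped. The log2 fold change was -2.46 (95% interval -4.63 to -0.30, called on the unadjusted p, edgeR adjusted p = 0.522). It was -1.14 without EVs-Uninfected replicate 1 and -2.30 without EVs-Infected replicate 3, and was called in neither case. It was also not called with the replicate number as a block (-2.33) or by limma with 1, 0.1 or 5 added (-1.24, -1.15 and -0.67). The precursor of miR-3473b, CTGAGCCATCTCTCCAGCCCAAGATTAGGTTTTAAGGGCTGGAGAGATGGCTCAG, lies on chromosome 10 of GRCm39 from 41546735 to 41546789, in an intron of Ccdc162 on the opposite strand. A stretch of 20 bases of it occurs up to 25169 times in the genome, so that reads from elsewhere could not be told from those of this precursor.

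miR-1224-5p comes from an intron of Vwa5b2 on chromosome 16, from 20423202 to 20423286. Its counts were 12, 6 and 11 in EVs-Uninfected and 13, 14 and 17 in EVs-Infected, or 4796 ± 1450 and 1961 ± 375 CPM (SD, n = 3). Every EVs-Uninfected library was above every EVs-Infected library after scaling (exact permutation test, p = 0.1, the smallest possible). The fall by 1.29 on the log2 scale (standard error 0.70) was not called by edgeR's quasi-likelihood test (adjusted p = 0.771), and was called by DESeq2 on the unadjusted p alone (adjusted p = 0.289).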

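miR-324-5p had 4 counts in each EVs-Uninfected library and 2, 1 and 2 counts in EVs-Infected replicates 1, 2 and 3. This came to 2002 ± 82.2 and 216 ± 52.7 CPM (SD, n = 3), a log2 fold change of -3.05. With a standard error of 1.01, it was called by edgeR's quasi-likelihood test on the unadjusted p, with an adjusted p of 0.0933. With each library left out in turn the log2 fold change stayed between -3.24 and -2.92, and it was called each time. The precursor lies on chromosome 11 of GRCm39, from 69902869 to 69902957, within an exon of Dvl2 and antisense to an intron of Acadvl.

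miR-466i-5p had 62, 50 and 34 counts in EVs-Uninfected and 32, 50 and 27 in EVs-Infected, or 24282 ± 6591 and 5002 ± 2421 CPM (SD, n = 3). The log2 fold change was -2.28 with a standard error of 0.52, and the edgeR adjusted p was 0.000919. Over its alternatives this adjusted p ranged from 2.42e-05 to 0.0928, and it passed 0.05 in 14 of 17. The adjusted p was over 0.05 without EVs-Uninfected replicate 1 (0.0604) and without EVs-Infected replicate 3 (0.0709). The precursor of miR-466i-5p lies on chromosome 13, from 17922058 to 17922178, in an intron of Cdk13 on the opposite strand. A stretch of 20 bases in the side of the precursor that holds the 5p arm has up to 3002 copies in the genome. The counts of miR-466i-5p are therefore uncertain.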

Of the upregulated miRNAs, miR-196a-5p, miR-199a-3p, miR-143-3p, miR-21a-5p have all been linked to an anti-inflammatory response through the inhibition of the NF-κB pathway [62–68] (S3 Table), with the exception of miR-29a-3p which exhibits a pro-inflammatory response through the phosphorylation of Akt and downstream NF-κB activation [69]. 

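The 5 upregulated miRNAs named here shared a pattern over the replicates, with the highest level in EVs-Infected replicate 1 and the lowest of that group in replicate 2. miR-196a-5p had no count in EVs-Uninfected and 168, 3 and 23 counts in EVs-Infected replicates 1, 2 and 3. Replicate 1 held 86.6% of these counts. The fitted log2 fold change was 8.22 (standard error 1.42, edgeR adjusted p = 2.62e-06), a value that depends on the prior count because 1 group is at 0. Against a floor of 3 counts over the EVs-Uninfected group, miR-196a-5p was at least 17.1-fold higher, and at least 3.78-fold without EVs-Infected replicate 1 and 11.1-fold without EVs-Uninfected replicate 1. Without EVs-Infected replicate 1 its adjusted p was 0.117, among values from 6.38e-07 to 0.538 over its alternatives, of which 13 of 16 passed 0.05. The 2 precursors lie in an intron of Gm53 on chromosome 11 of GRCm39 (96155990 to 96156091) and in an intron of Hoxc5 on chromosome 15 (102881785 to 102881869), and the counts cannot assign the mature miRNA to either.

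miR-199a-3p had no count in EVs-Uninfected and 77, 2 and 19 counts in EVs-Infected, with a fitted log2 fold change of 7.26 (standard error 1.60, edgeR adjusted p = 0.000894). Without EVs-Infected replicate 1 the adjusted p was 0.146, and over all alternatives it ranged from 0.000245 to 0.509 and passed 0.05 in 11 of 16. miR-143-3p, between genes on chromosome 18 (61782267 to 61782329), had 2, 6 and 3 counts against 179, 14 and 53. It rose by 2.43 on the log2 scale (standard error 0.67, edgeR adjusted p = 0.0177), and by 1.31 without EVs-Infected replicate 1, when it was no longer called (adjusted p = 0.801, in a range of 0.00235 to 0.801 over its alternatives). The adjusted p of miR-143-3p was under 0.05 in 4 of 17 alternatives. It was over 0.05 by DESeq2 (0.477), and without EVs-Uninfected replicate 1 (0.271) or 3 (0.149) and without EVs-Infected replicate 3 (0.136), and it was not called by limma with 1, 0.1 or 5 added (1.65, 1.77 and 1.31). Neither miR-196a-5p nor miR-199a-3p was called by limma with 5 added. miR-21a-5p, from an exon of Vmp1 on chromosome 11 (86474893 to 86474984), had 11, 7 and 10 counts against 226, 32 and 94. Its log2 fold change was 1.64 (standard error 0.56, edgeR adjusted p = 0.115), and without EVs-Infected replicate 1 it was 0.90 and not called. It was not called by limma with 1, 0.1 or 5 added either (1.06, 1.09 and 0.95). miR-29a-3p, from an intron of the long noncoding RNA Gm67885 on chromosome 6 (31039595 to 31039682), had 1, 5 and 3 counts against 192, 20 and 64. Its log2 fold change was 2.88 (standard error 0.68, edgeR adjusted p = 0.00176) and stayed between 1.93 and 3.50 with each library left out. Without EVs-Infected replicate 1 its adjusted p was 0.29 and without EVs-Uninfected replicate 1 it was 0.127, in a range of 0.000245 to 0.501 over its alternatives, of which 10 of 17 passed 0.05.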

Of note, no significant difference was observed in miR-124 (miR-124-5p), responsible for GLT-1 regulation [17,18,70], suggesting other mechanisms are responsible for the reduction in astrocytic GLT-1 during infection. Thus, infection of neurons with Toxoplasma alters the small RNA content of EVs, specifically a downregulation of pro-inflammatory miRNAs, and an upregulation of anti-inflammatory miRNAs, however, does not support an infection-induced change in GLT-1 through miRNA-124 regulation.

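miR-124-5p was counted 2 times in all, both in EVs-Uninfected replicate 3. The other arm of the same precursor, miR-124-3p, had no count in any library, which allows up to 101 CPM on the raw totals over the 6 libraries (3 of 29780 counts). For miR-124-5p the 2 counts in EVs-Uninfected came to 340 CPM, with an exact Poisson 95% interval of 41.1 to 1227. The absence of a count in EVs-Infected allows up to 126 CPM. The fitted log2 fold change was -3.78 with a 95% interval of -7.85 to 0.28 (edgeR adjusted p = 0.771), and DESeq2 gave -4.09 (standard error 3.52, adjusted p = 0.994). Without EVs-Uninfected replicate 1 it was -4.50 and called on the unadjusted p alone (edgeR adjusted p = 0.808, in a range of 0.542 to 0.994 over its alternatives). The mouse genome (GRCm39) holds 3 precursors of miR-124, on chromosome 14 (64828106 to 64828190) in an exon of Mir124a-1hg, on chromosome 3 (17849826 to 17849934) in an exon of Mir124-2hg and on chromosome 2 (180535833 to 180535900) in an exon of Gm27032. The last of these reads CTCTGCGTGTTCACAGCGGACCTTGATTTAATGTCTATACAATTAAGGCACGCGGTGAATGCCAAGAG.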

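Of the 2 downregulated miRNAs that the paper links to enhanced inflammation, 1 was called by edgeR on the unadjusted p and 0 on the adjusted p, and by DESeq2 2 and 0. Without EVs-Uninfected replicate 1, neither was called by edgeR. The upregulated miR-29a-3p, which it also links to inflammation, was called on the unadjusted p by both tools and on the adjusted p by edgeR. All 4 upregulated miRNAs that it links to an anti-inflammatory response were called on the unadjusted p by both tools, and 3 of them by edgeR and 1 by DESeq2 on the adjusted p. Without EVs-Infected replicate 1, edgeR called 2 of the 4 on the unadjusted p and 0 on the adjusted p. None of the 5 most abundant miRNAs, miR-16-5p, miR-129-5p, let-7c-5p, miR-9-5p and let-7i-5p, was called by either tool, and miR-16-5p was called without EVs-Infected replicate 1 and by limma with 5 added. miR-129-5p was at 122798 ± 37785 CPM (SD, n = 3) in EVs-Uninfected and 107083 ± 5155 (SD, n = 3) in EVs-Infected, and miR-9-5p at 45561 ± 3294 and 58819 ± 17883 (SD, n = 3). Their log2 fold changes were -0.20 (standard error 0.38) and 0.37 (standard error 0.41), each with an edgeR adjusted p of 0.771. From the functions that other work has given to the called miRNAs, the paper concludes that infection lowers pro-inflammatory and raises anti-inflammatory miRNAs in EVs, and from the lack of a difference in miR-124 that a change in GLT-1 through this miRNA is not supported. With 2 counts of miR-124-5p and 0 of miR-124-3p over all libraries, the counts cannot decide whether miR-124 differed.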

**Fig 4:**
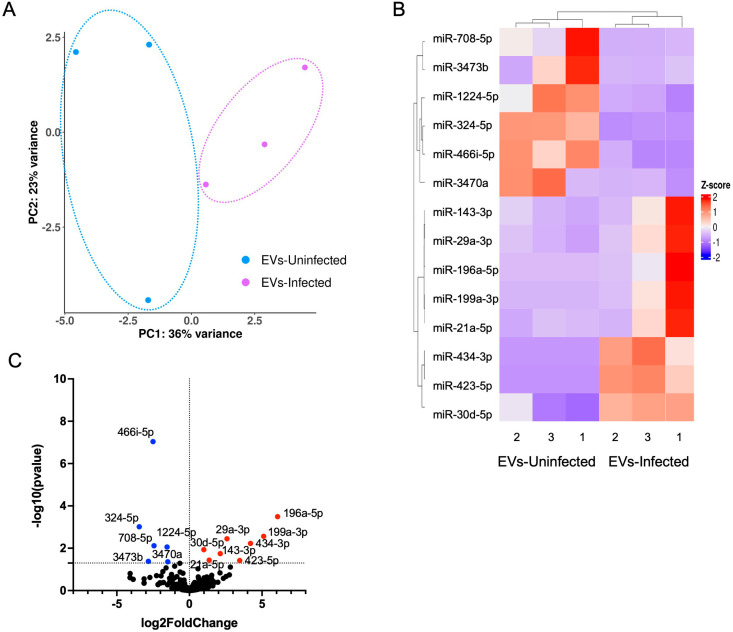
Infection alters miRNA content of neuronal EVs. **(A)** PCA of miRNA from isolated EVs of uninfected neurons (blue) and infected neurons (purple) after miRNA Sequencing. Three replicates per group. **(B)** Heat map of significant differentially enriched miRNAs after the isolation of EVs from Uninfected and Infected neurons. Each sample was conducted in triplicate. Each count was normalized, and the Z-score was mapped with columns and rows being clustered. **(C)** Volcano plot of differentially enriched miRNA comparing neuronal EV after infection. Anything above -log10(0.05) was considered significant. From the volcano plot 8 miRNA are upregulated (red), 6 miRNA are downregulated (blue), and 250 miRNA are not changed (black).

### 2.4. EVs from infected neurons are taken up by astrocytes

Although cysts are primarily found in neurons in the brain, during Toxoplasma infection of an immunocompetent host, infection has the potential to have a much broader impact on neurological landscape via injection of parasite proteins into a cell that it does not invade [8] and as a result of the significant immune response necessary to control infection. Neurons have an intimate relationship with astrocytes and astrocytes can absorb neuronal-derived EVs, resulting in an alteration in their gene expression, protein levels, and immune function [17,18,70,71]. To determine if infection-induced EVs alter astrocyte gene expression, EVs from uninfected and infected neurons were incubated with primary murine astrocytes. Isolated EVs were stained with PKH67, a green lipophilic dye, to visualize uptake and location of EVs [72,73]. PKH67 labeled EVs colocalized in GFAP+ astrocyte cultures independent of the infection conditions of the neurons from which they were derived (Fig 5). EVs could be seen in the cytoplasm, often associated with vacuolar structures (Figs 5A and S3A). Interestingly, EVs could also be seen in the nucleus of astrocytes (Figs 5A and S3A). To further confirm the intracellular localization of EVs, immunocytochemistry for Toxoplasma derived GRA7 was conducted. GRA7 staining colocalized with PKH67 labelled EVs and was only present in cultures given EVs from infected neurons (Figs 5D and S3C). No EVs were visible in the absence of permeabilization supporting their intracellular localization. Of particular interest, GRA7 was also noted in the nuclei of cells containing GRA7^ + ^EVs and not in neighboring cells that had no EVs (Fig 5D). Our data suggests a significant alteration in protein content of EVs from infected neurons which may influence EV uptake by target cells. Quantification of EV localization was conducted to determine if the infection status of the neurons altered EV uptake and cellular localization within astrocytes. Infection did not lead to a difference in the proportion of EVs taken up by astrocytes (Fig 5B), nor did it alter their nuclear or cytoplasmic localization (Fig 5C).

**Fig 5:**
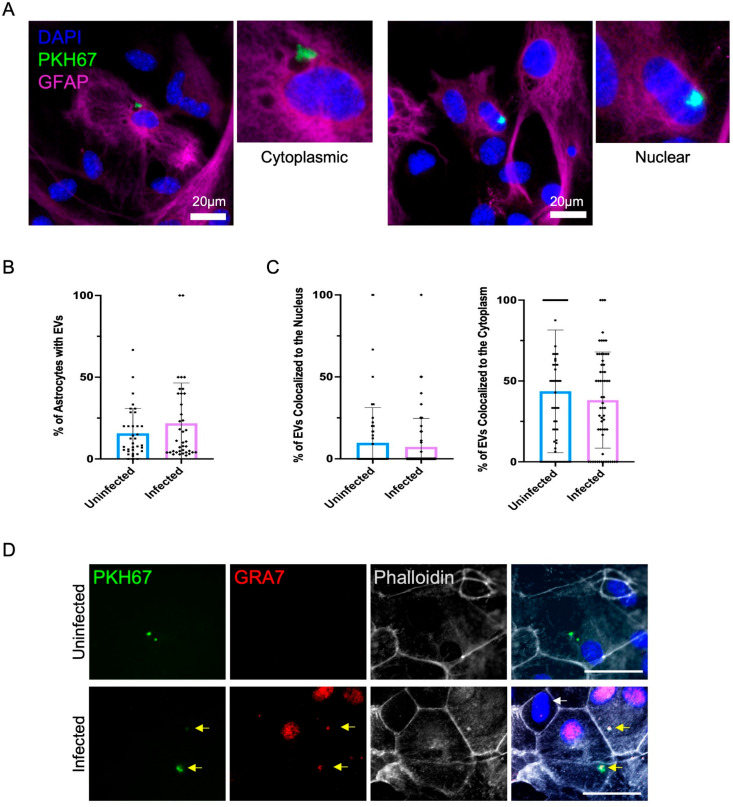
Astrocytes take up neuronal EVs. For quantifications “n” represents a single cell throughout multiple experiments. **(A)** Fluorescent microscopy of astrocytes after the addition of EVs from uninfected and *T. gondii* infected neurons indicating the location of EVs in the cytoplasm versus nucleus. DAPI stains the nucleus, PKH67 stains the EVs, GFAP stains the astrocytes. Scale bar: 20 µm. **(B)** Quantification of the percentage of astrocytes that contain EVs (Unpaired t-test, n (Uninfected) = 35, n (Infected) = 38, Uninfected vs. Infected p = 0.2081). **(C)** Quantification of the percentage of EVs that are colocalized with the nucleus of the astrocytes (Unpaired t-test, n (Uninfected) = 61, n (Infected) = 59, Uninfected vs. Infected p = 0.4900). Quantification of the percentage of EVs that are colocalized with the cytoplasm of the astrocytes (Unpaired t-test, n (Uninfected) = 61, n (Infected) = 59, Uninfected vs. Infected p = 0.3853). **(D)** Permeabilization experiments on EVs and GRA7 protein. Yellow arrows are points to PKH67 + GRA7 + parasites that contain GRA7 + astrocyte nuclei. The white arrow indicated the lack of GRA7 + EVs and therefore lack of GRA7 + astrocyte nuclei. PKH67 stains the EVs, GRA7 stains the internalized GRA7 proteins, Phalloidin stains the actin filaments of the astrocyte. Scale bar: 30 µm.

Having demonstrated astrocytes can uptake EVs from both uninfected and infected neurons we were interested in the EV uptake mechanism something that is poorly understood in astrocytes. Previous studies have indicated that microglia take up oligodendrocyte derived EVs through the macropinocytosis pathway [74,75]. To better understand the mechanism of neuronal EV uptake by astrocytes, endocytic pathways were blocked and EV uptake measured. Two different endocytic pathway inhibitors were added to astrocyte cultures, 1 hour prior to the addition of EVs (S3B Fig). When blocking macropinocytosis by both EIPA and cytochalasin D, EV uptake was still observed in astrocytes from both EV groups. This data suggests that neuronal derived EVs are not taken up by astrocytes through macropinocytosis and alternative mechanisms such as clathrin mediated or caveolin endocytosis need to be considered (S3B Fig). Altogether, these data demonstrate that EVs from uninfected and infected neurons are internalized by astrocytes via a macropinocytosis-independent pathway and localize to both the cytoplasm and astrocytic nucleus.

### 2.5. EVs alter astrocyte gene expression and GLT-1 protein expression in an infection-dependent manner

Our previous study demonstrated a reduction in astrocytic GLT-1 in the brain of infected mice and that this reduction was, at least in part, responsible for neuronal pathology. GLT-1 loss was not directly correlated to areas of infected astrocytes [10]. Previous work supports the concept that neurons communicate and can regulate astrocyte function via EV release, including the expression of GLT-1 [17,18,70]. In addition, our observation of GRA7 in the nuclei of EV containing astrocytes suggests the ability of parasite proteins to enter this site and potentially alter cell responses. To test this and determine if infection of neurons can alter this avenue of communication, EVs from uninfected and infected neurons (2 μg/mL) were incubated with astrocytes and astrocyte gene expression measured via RNASeq. Astrocytes with the addition of media alone were used as a baseline control. *In vitro* derived cultured astrocytes do not express GLT-1 therefore Dexamethasone (Dex) was added to increase GLT-1 expression, acted as a positive control for GLT-1 and allowed us to determine the ability of EVs from infected neurons to downregulate GLT-1 [76,77]. In addition, astrocytes stimulated with LPS and IFNγ, known to induce a significant pro-inflammatory response in the astrocyte, acted as a positive control for known changes in gene expression [78]. Analysis of overall gene expression in replicates and stimulations via PCA verified the concise groupings of EV samples in our negative and positive controls (Fig 6A). Although, replicates grouped together, changes between uninfected and infected EVs were dwarfed by the dramatic changes between the positive and negative controls. When zooming in and focusing only on the effects of the addition of EVs from uninfected and infected neurons, the PCA confirmed replicates clustered together and were distinct from each other (Fig 6B). These small, but significant differences between EV stimulations were retained even if the groups were re-analyzed excluding the controls (S4A and S4B Fig).

**Fig 6:**
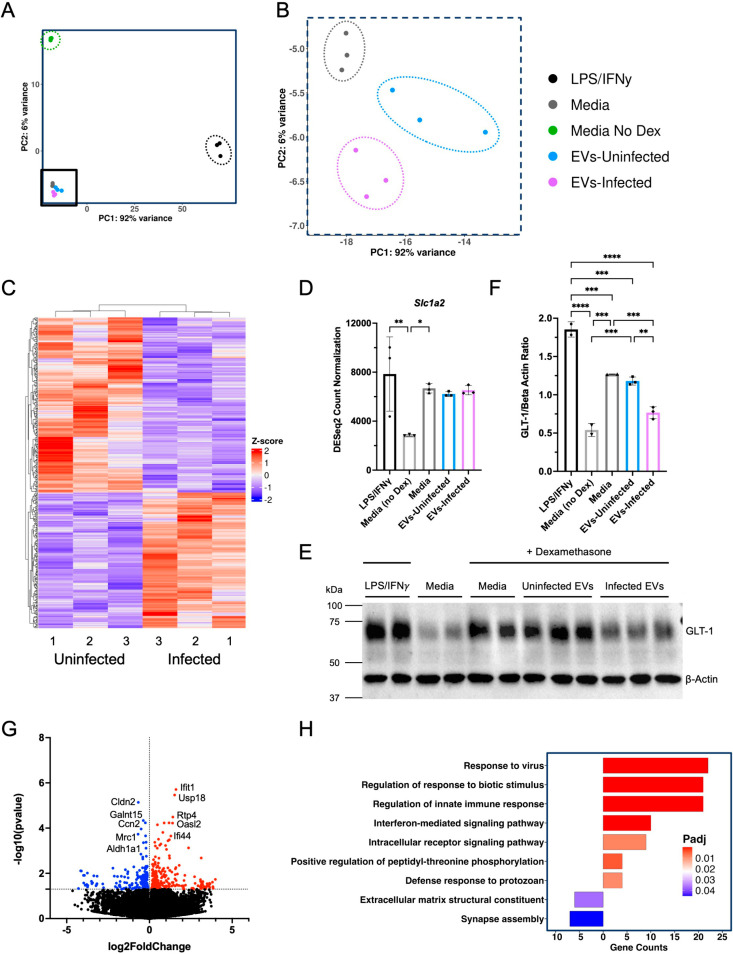
EVs from infected neurons alter astrocyte gene expression and decrease GLT-1 protein expression. **(A)** PCA of astrocytes after 24 hours with the addition of LPS/IFNγ (black), cell culture media (gray), cell culture media without dexamethasone (green), EVs from uninfected neurons (blue) and EVs from infected neurons (purple). **(B)** Zoomed in PCA plot focusing on Uninfected EVs and Infected EVs. **(C)** Heat map of significant astrocyte DEGs after the addition of EVs from Uninfected EV and Infected EVs. Each sample was conducted in triplicate. Each count was normalized, and the Z-score was mapped with columns and rows being clustered. **(D)** *Slc1a2* gene expression levels of astrocytes after the addition of LPS/IFNγ, astrocyte media without dexamethasone, astrocyte media, EVs from uninfected neurons, and EVs from infected neurons. Comparison of *Slc1a2* expression (gene for GLT-1), using DESeq2 Normalized counts (One-way ANOVA, n = 3, LPS/IFNγ vs. Media (no Dex) p value = 0.0086, LPS/IFNγ vs. Media p value = 0.8350, LPS/IFNγ vs. EVs-Uninfected p value = 0.6140, LPS/IFNγ vs. EVs-Infected p value = 0.7683, Media (no Dex) vs. Media p value = 0.0418, Media (no Dex) vs. EVs-Uninfected p value = 0.0795, Media (no Dex) vs. EVs-Infected p value = 0.0516, Media vs. EVs-Uninfected p value = 0.9928, Media vs. EVs-Infected p value = > 0.9999, EVs-Uninfected vs. EVs-Infected p value = 0.9984). **(E)** Western blot for GLT-1 (~62 kDA) protein expression. β-Actin (~42 kDa) used as loading control. Image of gel was taken 300 seconds after exposure. **(F)** Quantification of Western Blot bands using Fiji (ImageJ). A ratio of the pixels (GLT-1/β-Actin) was taken and plotted (One-way ANOVA, n (LPS/IFNγ) = 2, n (Media without Dex.) = 2, n (Media) = 2, n (EVs-Uninfected) = 3, n (EVs-Infected) = 3, Media without Dex. vs. Media p value = 0.0001, Media without Dex. vs. EVs-Uninfected p value = 0.0002, Media without Dex. vs. EVs-Infected = 0.0325, Media vs. EVs-Uninfected p value = 0.4825, Media vs. EVs-Infected p value = 0.0006, EVs-Uninfected vs. EVs-Infected p value = 0.0010). (LPS/IFNγ vs. Media (no Dex) p value = < 0.0001, LPS/IFNγ vs. Media p value = 0.0005, LPS/IFNγ vs. EVs-Uninfected p value = 0.0001, LPS/IFNγ vs. EVs-Infected p value = < 0.0001, Media (no Dex) vs. Media p value = 0.0001, Media (no Dex) vs. EVs-Uninfected p value = 0.0002, Media (no Dex) vs. EVs-Infected p value = 0.0545, Media vs. EVs-Uninfected p value = 0.6531, Media vs. EVs-Infected p value = 0.0007, EVs-Uninfected vs. EVs-Infected p value = 0.0012). **(G)** Volcano plot of DEGs comparing astrocytes RNA after the addition of EVs from uninfected neurons vs. the addition of EVs from infected neurons. Anything above -log10(0.05) was considered significant. From the volcano plot 227 genes are upregulated (red), 176 genes are downregulated (blue), and 31,135 genes are not changed (black). **(H)** GO analysis of Uninfected EV vs. Infected EV DEGs. Bar graphs to the right of 0 indicate upregulated GO terms and to the left represent downregulated GO terms. Bar graphs are colored accorded to adjusted p value (padj).

A comparison of DESeq2 normalized counts between the five groups confirmed an increase in GLT-1 gene expression (*Slc1a2*), with the addition of Dex (Fig 6D). However, there is no difference in GLT-1 gene expression between the addition of uninfected versus infected EVs (Fig 6D). In addition to inhibition of transcription, GLT-1 can also be regulated by post-translational modifications [19]. To determine if EVs from infected neurons alter GLT-1 protein expression a western blot for GLT-1 was conducted using the same conditions as before (Fig 6E and 6F). Quantification of the normalized bands (GLT-1/β-Actin) identified a significant decrease in GLT-1 protein intensity after the addition of EVs from infected neurons (p < 0.005) (Fig 6F). Further experiments indicated the decrease in GLT-1 protein expression was not dependent on the concentration of EVs added or the MOI of the parasite, leading us to hypothesize that there may be post-translational modifications at play and the decrease is dependent on EV content (S5 Fig).

To expand our understanding of the effect of neuronal infection on astrocyte gene transcription, significantly expressed DEG z-scores were normalized and visualized on a heatmap to determine genes that are highly enriched in astrocytes after the addition of EVs from uninfected versus infected neurons (Fig 6C). This revealed a similarity within biological replicates and striking patterns of genes that were significantly different. Significance was determined as a p-value greater than the negative log of 0.05 and a log2FC (fold change) greater or less than 0. Analysis of differentially expressed genes (DEGs) with a p-value<0.05 were plotted to identify those significantly changed in response to EVs from infected neurons (Fig 6G). While a majority of the genes were not altered (31,135 genes), there were 227 genes upregulated, and 176 genes downregulated following addition of EVs from infected neurons. The most significantly upregulated genes (e.g., *Ifit1*, *Usp18*, *Rtp4*) are all involved in a pro-inflammatory innate immune response. Interferon-induced protein with tetratricopeptide repeats 1 (*Ifit1*) induces type I interferon signaling [79], while the ubiquitin specific peptidase 18 (*Usp18*) and receptor transporter protein 4 (*Rtp4*) negatively regulates type I interferon signaling [80–83]. The top significantly downregulated genes are associated with cellular communication (e.g., *Cldn2*, *Galnt15*, *Ccn2*) (S4 Table). These genes act in cellular binding and adhesion and all are important for allowing the attachment and entry of molecules, with claudin 2 (*Cldn2*) allowing for paracellular permeability [84]; polypeptide N-acetylgalactosaminyltransferase 15 (*Galnt15*) predicted to enable carbohydrate binding [85]; and cellular communication network factor 2 (*Ccn2*) permits cell adhesion [86], indicating that the addition of EVs from infected neurons is reducing the adhesive properties of astrocytes. GO analysis confirmed the upregulation of immune responsiveness of astrocytes including the upregulation of 20 genes involved with “regulation of innate immune response” and “response to a virus” (Fig 6H). In addition, the GO terms “defense response to protozoan” and “interferon-mediated signaling pathway” were identified in cultures that received EVs from infected neurons compared to EVs from uninfected neurons. This signature differed in magnitude and function to stimulation with LPS and IFNγ (S4C Fig) and signifies the specificity achieved by EVs from infected neurons, despite no actual parasite being in these cultures (Fig 6H). Overall, this data reveals the potential for infected neurons to regulate the inflammatory actions of astrocytes via EVs and to communicate the presence of intracellular Toxoplasma.

Our lab has recently characterized astrocyte subpopulations *in vivo* over the course of Toxoplasma infection [87]. To determine if the astrocytic transcriptional changes seen *in vitro* also occur *in vivo*, we compared upregulated genes from our infected EV samples to differentially regulated genes from astrocytes following *in vivo* infection (Fig 7). By combining astrocytes from naïve, acute and chronically infected time points, 8 clusters of astrocytes were observed with Clusters 2 and 5 found predominantly in naïve mice (Fig 7A). Gene expression within each cluster compared to all astrocytes was visualized in a dot plot (Fig 7B). Almost all genes upregulated by EVs from infected neurons are only found following infection, confirming our *in vitro* astrocyte phenotypes also occur with Toxoplasma infection *in vivo*.

**Fig 7:**
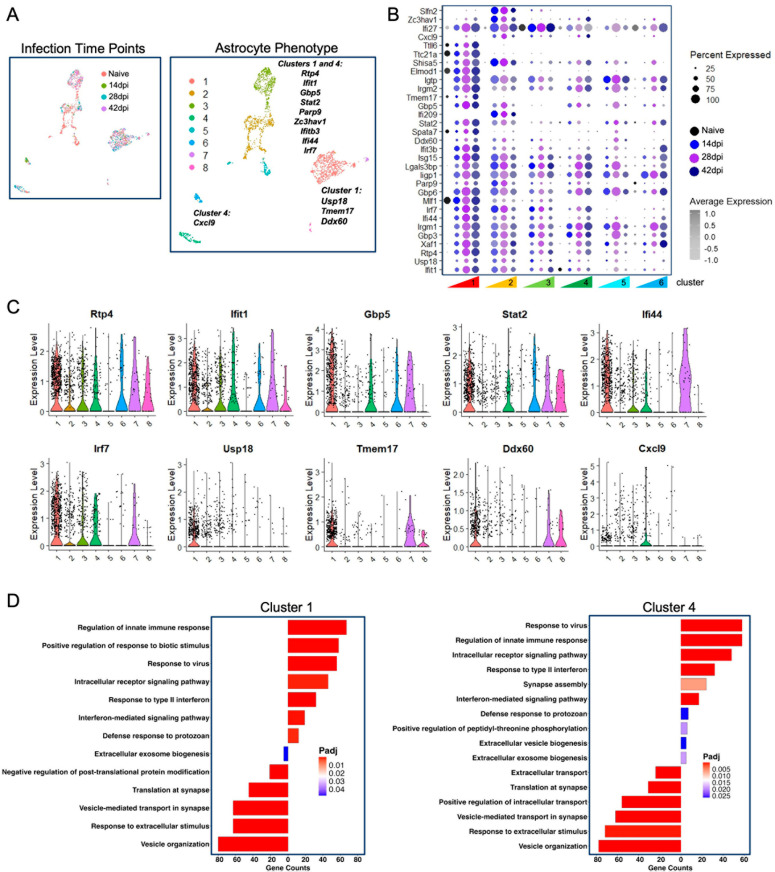
Astrocytes exposed to EVs from infected neurons *in vitro* experience similar transcriptional changes to astrocytes following infection *in vivo.* **(A)** UMAP plot of astrocytes identifies 8 transcriptionally defined subpopulations (Clusters 1-8) with lists of upregulated *in vitro* genes listed that are found in the data. **(B)** Dot plot displaying the average expression levels of marker genes identified in each cluster. Each dot color corresponds to a time point: naïve (black), acute 14 dpi (blue), early chronic 28 dpi (purple), and chronic 42 dpi (dark blue). The size of each dot indicates the percentage of cells within a cluster that express each gene, while the color intensity represents the average expression level of each gene across all cells within a cluster, with the darkest shade indicating the highest expression level. **(C)** Violin plots of strongly expressed genes in Clusters 1 and 4 (*Rtp4, Ifit1, Gpb5, Stat2, Ifi44, Irf7, Usp18, Tmem17, Ddx60, Cxcl9*). **(D)** GO analysis showing enriched biological pathways and the associated cell counts for Cluster 1 and Cluster 4. Bar graphs to the right of 0 indicate upregulated GO terms and to the left represent downregulated GO terms. Bar graphs are colored accorded to adjusted p value (padj).

Addition of EVs from infected neurons led to pro-inflammatory changes in astrocytes (Fig 6H). To determine if there are populations of astrocytes with a similar profile, we identified which clusters our top expressing genes were found in during the chronic 42 days post infection time point (Fig 7A–7C). Most EV-regulated genes were found in Clusters 1 and 4. Upregulated genes were also found in Cluster 7 and 8, however these clusters were comprised of very few cells and were not analyzed further. Genes strongly upregulated *in vitro* such as *Rtp4* and *Ifit1* were not confined to one cluster *in vivo* but rather found in all clusters except the naïve associated Cluster 5 (Fig 7C). Other genes appeared to be confined mainly to Clusters 1 and 4, such as antiviral and immunity genes *Gpb5* and *Stat2* [88,89]*,* and interferon stimulating genes involved with restricting virus replication, *Ifi44* and *Irf7* [90,91]. A set of upregulated *in vitro* and *in vivo* genes following infection were also strongly confined to Cluster 1 including *Usp18*, *Tmem17* involved with tumor progression, and antiviral gene *Ddx60* [92,93] (Fig 7C)*.* Interestingly, interferon induced gene *Cxcl9* was strongly expressed in Cluster 4 [94]. Lastly, gene ontology analysis of Clusters 1 and 4 revealed multiple terms that overlapped with the signature generated by *in vitro* stimulation of astrocytes with EVs from infected neurons, including “response to virus”, “regulation of innate immune response”, and “defense response to protozoan” (Fig 7D). Of note upregulated GO terms also include “extracellular vesicle biogenesis” and “extracellular exosome biogenesis.”

## 3. Discussion

Here we demonstrate that extracellular vesicles (EVs) can be harvested from Toxoplasma cyst-containing cortical neuron cultures and that infection of neurons leads to a decrease in EV production and a fundamental change in their content. Significantly, 9 parasite proteins, including dense granule proteins known to be secreted effectors, are detected in EVs harvested from cyst-containing neurons. Intact labelled EVs were taken up by astrocytes and observed in the cytoplasm and nucleus of the host cell with parasite-derived GRA7 found within intracellular EVs and in the host cell nucleus. Furthermore, incubation of astrocytes with EVs from infected neurons led to a significant change in astrocyte transcriptional signatures, stimulating a pro-inflammatory immune response and downregulating the glutamate transporter GLT-1.

This study reveals the presence of Toxoplasma cysts leads to a decrease in either EV production or release by neurons. All eukaryotic cells release EVs [95,96], therefore infection of neurons could have led to an increase in the concentration of EVs with multiple cells – parasites and neurons – contributing to their production [97–100]. A potential reason for a decrease in EV’s harvested from infected neurons is that infection is causing a change in neuronal health and function. Indeed, this occurs *in vivo* as reported by several groups [8,10,101,102]. These short-term *in vitro* cultures, long enough for cyst formation, do not lead to the death of neurons and markers of neuronal viability are intact, however a reduction in dendrite formation can be seen by immunocytochemistry (Figs 1A and S1). In addition, our data revealed the downregulation of miR-324-5p in EVs following infection (Fig 4 and S3 Table), which when knocked out in mice can lead to a decrease in dendritic spine density and morphology in the brain [60]. Thus, infected neurons are retracting dendrites, becoming less morphologically complex and such a process, involving a reduction in surface area and membrane modifications may also be associated with reduced EV release.

Our finding of reduced EV production from infected cells is also supported by studies from the Carruthers group demonstrating Toxoplasma’s ability to sequester host ESCRT proteins in a GRA14 dependent manner [103,104]. The ESCRT pathway, involved in autophagy and cell division, is also required for extracellular vesicle formation and release [105]. Thus, our finding of reduced EV production from cyst-containing neurons would support the concept that the parasite is reducing the ability of the host cell to operate this machinery by diverting ESCRT proteins for its own use. Although these prior studies showed the highest enrichment of GRA14 bound host proteins in HFF cells, neuronal infection with tachyzoites also led to components of ESCRT I and III binding. Our data would support the ability of Toxoplasma to reduce ESCRT host activity in neurons, even as a slow growing cyst. Alternatively, infection could lead to a reduction in EVs from neurons independent of direct parasite manipulation. Indeed, only half of the neurons in these cultures are infected. Production of EVs can also lead to autocrine uptake [95]. Therefore, an increase in EV uptake by the infected neuron, would also lead to this overall decrease in EV concentration. The mechanism of EV uptake by neurons is unknown but our analysis of protein content of the EVs suggests an increase in “synaptic vesicle endocytosis,” from the upregulation of actin, beta (Actb) and clathrin heavy chain (Cltc) (Fig 3D), and many proteins involved in the uptake of synaptic vesicles are also involved in the numerous potential mechanisms of EV uptake [106].

There is an assumption that the measurement of proteins and small molecules in EVs directly and proportionally reflects the content and function of the cell with proteins being indiscriminately packaged into the vesicle. However, there is evidence of selectivity and sorting of cargo prior to EV release, for example the specific exclusion of pro-inflammatory mitochondrial proteins [107,108]. In addition, the purported function of EVs as an important mechanism of cell-cell communication suggests a need for packaging of cargo to be targeted and selective. Our investigation of the content of EVs from infected neurons revealed significantly altered protein and miRNA content. Heat-shock proteins are common stress response regulators and are also protein markers of EVs. Our data reveals their presence and an increase in HSP90 and Hsp90b1 following infection [109–111]. In addition, we are further able to confirm that these are neuronal EVs through the presence of neural cell adhesion molecule L1-like protein (Chl1) [112], the presence of CD9, and the lack of the ER marker Calnexin (Fig 2F). While many of the proteins were not modified upon infections, there were several proteins that were significantly up or downregulated. Overall the changes in EV protein content following Toxoplasma infection suggests a downregulation of neuronal organization and migration, picked up by two downregulated GO terms and includes the 4-fold reduction in reelin (Reln), a glycoprotein particularly important for neuronal migration during development [113,114]. Morphological alterations and a decrease in neuronal migration is consistent with previously published work [115] and is supported by the appearance of neurons in culture (Fig 1) and the contraction and decrease in neuronal complexity *in vivo* [8,10].

Infection led to EV content that suggests the suppression of inflammation. MicroRNAs are frequently inhibitory but can also be activators of gene transcription [116]. The miRNA content of EVs from infected neurons is overwhelmingly associated with blocking NF-κB and other pro-inflammatory pathways. Both the downregulation of miR-3473b [59], and upregulation of miR-199a-3p, miR-143-3p and miR-21a-5p [63,65–68] leads to a reduction in inflammatory signals. Notably, miR-199a-3p, upregulated over 5-fold in EVs from infected neurons, can suppress astrocyte activation and NF-κB-mediated inflammation [64], while miR-143-3p negatively regulates NOTCH signaling and in this context may, as a result, decrease cell proliferation, differentiation and BBB integrity [117,118]. miRNA-143-3p and miRNA-21a-5p are known to be modulated during Toxoplasma infection in macrophages and microglia EVs, and are predicted to downregulate nitric oxide (NO) synthase [119–121]. 

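Against a floor of 3 counts over the EVs-Uninfected group, where miR-199a-3p was not counted, its level in EVs-Infected was at least 8.62-fold higher. This bound was 3.05-fold without EVs-Infected replicate 1 and 5.63-fold without EVs-Uninfected replicate 1. Of its 98 counts in EVs-Infected, 78.6% came from replicate 1, and for miR-143-3p this share was 72.8%. At 3930 ± 4558 CPM (SD, n = 3), the spread of miR-199a-3p between the EVs-Infected replicates was larger than its mean. The mature miRNA can come from 2 precursors in GRCm39, 1 on chromosome 1 (162045383 to 162045492) in an exon of the long noncoding RNA Dnm3os, antisense to Dnm3, and 1 on chromosome 9 (21407791 to 21407860) in an exon of Gm67586, antisense to Dnm2. Its counts cannot be assigned to either.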

A host protein only identified in EVs from infected neurons and highly upregulated is vimentin (Vim), an intermediate filament protein found in the cytoskeleton that inhibits type I interferon production [46], and in mouse models of spinal cord injury is a key regulator in reactive astrocytes [122].

By using the resources available on ToxoDB (https://toxodb.org) we were also able to determine one of the most revealing aspects of EV content, namely the presence of parasite specific proteins. A total of 8 parasite proteins were identified in EVs from infected neurons. Three of these, HSP90, TUBA1 and GAPDH1, are found in EV’s from many eukaryotic cells. However, an additional 5 proteins, GRA1, 2, 7 and MAG1 and 2 play a role in cyst formation but importantly are secreted by the parasite and many have the potential to manipulate the host immune response. GRA proteins help form the intravacuolar network (IVN), cyst wall and the inner cyst matrix [123]. Our EVs are harvested after 3 days of cyst formation and therefore these cysts are relatively immature. MAG1, the most abundant parasite derived protein in our EVs is secreted and can suppress inflammasome activation [124]. MAG1 and MAG2, both components of the cyst matrix, are seen by the immune system as evidenced by the significant anti-MAG immune response [54,125,126]. Importantly, similar proteins seen during cyst development (e.g., GRA12) were not found in our EVs suggesting either that these do not escape the cyst or that there is selectivity in the parasite-derived cargo of EVs. GRA1, found at one of the highest levels in EVs, at this early time point of cyst development is found on the outer layer of the cyst, and is not pulled down in the presence of CST1 (carbohydrate components of the tissue cyst) and is dispensable for cyst growth and stability [123,127]. This and the presence of GRA1 in EVs could support GRA1 being a protein that is secreted by bradyzoites and interacts with the host cell rather than playing a critical structural or developmental role. GRA2 is found preferentially in the cyst wall matrix and remains there throughout the maturation of the cyst [123]. Both GRA1 and GRA2 are associated with increased cyst survival in the presence of T cells [128] supporting a role for host cell manipulation and suppression of immunity. Indeed, GRA7, the third most abundant GRA in EVs from infected neurons, is a protein known to interact with the host, and GRA1 [126,129]. GRA7 is also one of the dense granule proteins, alongside GRA1, 3, and 14, found in infected cultures in “bead” formation or BOAS (beads-on-a-string); membranous extensions of the parasitophorous vacuole (PV) that can connect to multiple PVs and to host nuclei [129–131]. This appearance is consistent with an EV function albeit with a potentially unique parasite secretory process. The presence of parasite proteins in EVs collected from infected neurons could be due to two mutually independent models. Firstly, parasite proteins are secreted across the PV and incorporated into host cell EVs, or secondly, the parasite produces EVs that are either released independently or alongside host EVs. Interestingly, probing EVs for GRA7 in astrocyte cultures revealed not all EVs from infected neurons contained GRA7 (S3C Fig). This would support the presence of the second model of EV release with EVs from infected neurons composed of parasite and host cell EV populations. Suggesting, at least a portion of, GRA7 is incorporated in parasite EVs that cross four membrane structures: the parasite membrane; the PV; the donor cell membrane; and the recipient host cell membrane.

Our data show that labelled EVs are taken up by astrocytes in culture and colocalize not only to the cytoplasm but also the nucleus of the cell (Figs 5 and S3). Other studies have reported observing EVs within the nucleus with incorporation into late endosomes being the likely mechanism [132,133]. Although we have ruled out that initial uptake of neuronal EVs by astrocytes is via macropinocytosis (S3B Fig) [74,75], further studies will need to be conducted to determine the uptake mechanism. Our observation that GRA7 is found specifically in the nuclei of cells containing GRA7^+^ EVs and not in neighboring cells (Fig 5C) strongly suggests transport of parasite-proteins to host cells via EVs leads to direct changes in host cell transcription. There is no evidence of direct DNA binding by GRA7, although it is phosphorylated by the host cell [129].

EVs from infected neurons generate a specific transcriptional signature in astrocytes. Analysis of changes in transcription induced by EVs was originally to determine whether infection of neurons could indirectly lead to the downregulation of GLT-1 in astrocytes via changes in neuronal EVs [10,17,18]. Although there was no change in miRNA-124 in the EVs following infection, indicating that GLT-1 regulation is at least partially miRNA-124 independent, we did demonstrate that the addition of EVs from infected neurons significantly decreases GLT-1 protein expression in primary astrocytes. This, combined with the overall reduction in EV production supports the origin of GLT-1 downregulation being infected neurons.

Despite the content of EVs suggesting their potential to limit inflammation, addition of EVs from infected neurons altered astrocyte gene expression towards a pro-inflammatory/anti-parasitic immune response including the upregulation of interferon gamma induced GTPase (*Igtp*) and interferon inducible GTPase 1 (*Iigp1*). These changes differed dramatically in magnitude to LPS and IFNγ stimulation. Most importantly the signature of these transcriptional changes is quite different. The top GO terms in response to LPS and IFNγ are focused on generation of RNA and protein (“ribonucleoprotein biogenesis”) followed by “regulation of innate immune response” and “response to virus.” In comparison the dominant transcriptional signature in astrocytes incubated with EVs from infected neurons is about chemotaxis (“chemotaxis”; “leukocyte migration”). The “defense response to protozoan,” a particularly striking finding when comparing EVs from infected versus uninfected neurons, is also an upregulated GO term in response to LPS/IFNγ. This should be expected with IFNγ a required signal for any immune response against protozoa. It is the specificity achieved by EVs from infected neuron cultures where there is no IFNγ present that makes our EV findings important. Astrocytes are able to control parasite replication through the activation of STAT1 (signal transducer and activator of transcription 1) and the use of IRGs (immunity regulated GTPases) [134,135] and are thus very adept at responding to Toxoplasma. It implies that the EV parasite-derived cargo of GRA proteins, instead of manipulating the host cell are being detected in a classical immune mediated mechanism either by pattern recognition receptors or inflammasome activation. Alternatively, the combined changes in host neuronal proteins and nucleic acids in the EVs could be indicating that the source cell requires an astrocytic change in function from a supportive neurotransmitter regulating cell to a damage control agent. The identification of two populations of astrocytes *in vivo* that mirror the phenotype of infected EV stimulated *in vitro* astrocytes helps validate this transcriptional signature as infection-associated and functionally relevant. Clearly the direct comparison is an oversimplification of what must be occurring in the brain where astrocytes receive signals from multiple cytokines, chemokines, and cell-cell interactions that have the potential to generate a far more amplified response (as seen in LPS/IFNγ stimulation *in vitro*). However, the similarity between these *in vitro* and *in vivo* signatures supports a potential role for EVs from cyst-infected neurons to trigger immune responses during early infection in the brain, maintain inflammatory signatures during chronic infection or stimulate an anti-cyst response mediated by peripheral immune cells [136,137]. This study tested the effect of neuronal EVs on astrocytes due to the known close relationship between these cells and the specific questions on the infection-induced changes in GLT-1. However, EVs derived from cyst containing neurons could also be taken up by many other cells in the brain including microglia and peripheral immune cells and therefore this alteration in host EV production and content in a few infected neurons could have a much broader impact on neuroinflammation in the brain.

Lastly, the use of EVs as known biomarkers for disease, especially as readouts of what is taking place in the brain, is a growing possibility [138]. EVs generated in the CNS can be detected in cerebral spinal fluid, blood, tears, and urine. As we have seen in our own data, they provide cell specificity with neuronal derived EVs containing Chl1. Toxoplasma infection is determined by the presence of peripheral circulating antibodies that would be generated no matter the location of infection. A large body of work has attempted to correlate seropositivity with other unrelated neurological conditions despite not knowing whether infection includes cysts in the brain [139]. The demonstration that EVs from infected neurons contain stage-specific parasite proteins provides a potential screen for the presence of neuronal cysts and a refinement of the broader effects of Toxoplasma infection on brain neurochemistry and clinical disease.

Overall, our data suggest that the presence of Toxoplasma cysts within neurons has the potential to broadly change the brain environment through an alteration in the production and content of extracellular vesicles. The dispersion and uptake of these EVs drives an infection-induced astrocyte phenotype promoting inflammatory signaling at the expense of neurotransmitter uptake.

## 4. Materials and methods

### 4.1. Ethics statement

All mice were stored in accordance with the Animal Welfare Act and all efforts were made to minimize suffering. All protocols were approved by the Institutional Animal Care and Use Committee (IACUC) at the University of California, Riverside. SW, CBA, and C57BL/6 mice were obtained from Jackson Laboratories (Jackson ImmunoResearch Laboratories, Inc., West Grove, PA, USA) and maintained in a pathogen-free environment according to IACUC protocols at the University of California Riverside.

### 4.2. Cell culture

Primary cortical neuron cultures were grown from the cortex of C57BL/6 embryos (E18-20). The forebrain was removed, and meninges stripped in Hanks’ Balanced Salt Solution (HBSS) without Ca^2+^ and Mg^2+^. The tissue was spun at 300 g for 2 minutes at room temperature. Neural tissue dissociation kit (Miltenyi Biotec, 130-093-231) was used according to the manufacturer’s protocol. Tissue was incubated with enzymes at 37°C with 5% CO_2_ under slow, continuous rocking conditions and dissociated through an 18-gauge needle followed by a 20-gauge needle followed by further incubation. The tissue was filtered through a 40 μm strainer and washed in HBSS with Ca^2+^ and Mg^2+^. Cells were spun at 300 g for 10 min at room temperature and the pellet was resuspended in neurobasal medium (supplemented with 2% B-27 supplement, 0.5 mM L-glutamine, and 1% penicillin-streptomycin). Cells were plated on poly-L-lysine (PLL) coated 6 well plates at 5.0x10^5^ cells per well in 2 mL and incubated at 37°C with 5% CO_2_ in complete neurobasal medium supplemented with 25 M of L-Glutamic Acid. Half of the medium was changed every three days with neurobasal medium and filtered through a 0.8 μm filter and stored at -80°C. DOI: https://doi.org/10.17504/protocols.io.3byl4wpyovo5/v1.

Primary cortical astrocyte cultures were grown from the cortex of C57BL/6 pups (P0-3). The forebrain was removed, and meninges stripped in an isolating medium (1X PBS with 0.1% BSA (bovine serum albumin) and 0.45% glucose). Cortices were mashed and filtered through a 40 μm strainer in washing medium (Dulbecco Minimum Essential Medium (DMEM) supplemented with 2% HI-FBS (heat-inactivated fetal bovine serum)). The cells were spun at 2,000 rpm for 10 minutes at 4°C and washed three times. The final pellet was resuspended in astrocyte culture medium (DMEM supplemented with 10% HI-FBS, 1% non-essential amino acids, 1% L-glutamine, 1% 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid buffer (HEPES), and 1% penicillin/streptomycin) and plated in T25 flasks incubated at 37°C with 5% CO_2_. Astrocyte medium was changed every 2 days until day 8. On day 8 the flasks were shaken for 2 hours at 260 rpm at 37°C. The astrocyte medium was changed, and the flasks were then shaken for 24 hours at 100 rpm at 37°C. The cells were washed with HBSS without Ca^2+^ and Mg^2+^ and then lifted with 0.25% Trypsin-EDTA (disodium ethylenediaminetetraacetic acid). The reaction was stopped with astrocyte medium, and the cells were centrifuged at 1,200 rpm for 5 minutes at room temperature. The pellet was resuspended in astrocyte medium and plated on 6 well plates at 1.0x10^5^ or 2.5x10^5^ cells/mL in 2 mL and incubated at 37°C with 5% CO_2_. DOI: https://doi.org/10.17504/protocols.io.q26g7moj3gwz/v1.

### 4.3. Infections

The Me49B7 strain of *T. gondii* was maintained in cyst form through continuous passage in SW and CBA background mice. For *in vitro* cultures the parasite was maintained in human foreskin fibroblasts (HFF) in parasite medium (DMEM supplemented with 5% HI-FBS, 1% L-glutamine, 1 mL/L gentamicin, and 1% penicillin/streptomycin) and incubated at 37°C with 5% CO_2_. The seeding of embryonic cortical stem cells does not lead to 100% conversion to neurons. Indeed from 5 million plated cells ~10, 000 fully develop to cortical neurons. These counts were made by direct microscopic examination and did not require harvesting of cells thereby avoiding cell loss. Cell number remained the same for the length of the culture period and following infection. Once mature the neurons were infected with the parasite at day 8. Different MOIs (multiplicities of infection) of 0.25, 0.50, 0.75, and 1.0 were tested and a final MOI of 0.50 was chosen due to less dendrite loss as calculated by Neurolucida (S1 Fig). Day 9, 50% of the media was collected, filtered through a 0.8 μm filter, and stored at -80°C for further EV isolation. On Day 11, all 2 mL of the media was collected, filtered, and stored at -80°C until further isolation.

### 4.4. EV isolation

Cyst formation occurs rapidly in neurons following infection. At 3 days post infection the supernatant was collected and EVs isolated through a series of ultracentrifugation methods and a membrane affinity ExoEasy isolation kit [40]. To first remove debris, the supernatant was spun at 500 g for 15 minutes at 4°C. To next remove apoptotic bodies, the supernatant was collected and run on the ultracentrifuge at 15,000 g for 20 minutes at 4°C [140,141]. Lastly, EVs were isolated using the ExoEasy Kit from Qiagen (76064), according to the manufacturer’s protocol. Mouse embryo fibroblast EVs from C57BL/6 mice were purchased from STEMON (EDA04–00) to act as a positive EV control. EV isolation and quantification was in line with MISEV guidelines [142]. DOI: https://doi.org/10.17504/protocols.io.n92ldr4eng5b/v1. Collected EVs were counted on the NanoSight NS300 (Malvern Instruments). Isolated EVs were diluted in 1 mL of 1X PBS in a 100X dilution and run on a nanoparticle tracking analysis (NTA). The infusion rate and withdrawal range were both set to 1,000. The screen gain was set to 10 and the detection threshold was set to 5, along with a focus of 60 for all recordings. The NTA provided an average size and concentration of the particles in each sample. Each experiment was performed in technical triplicates. DOI: https://doi.org/10.17504/protocols.io.dm6gp9761vzp/v1.

### 4.5. Transmission Electron Microscopy (TEM)

The presence of EVs was analyzed by TEM. Carbon-coated 200-mesh copper grids with continuous film were glow discharged (EMS 100x) for 20 seconds. To the grids 10 μL of EVs were added until dry. The grids were treated with 30 μL of 1% uranyl acetate for three different time increments. First for 1 minute, then 30 seconds, and a final 30 seconds. In between each incubation time the uranyl acetate was removed with filter paper before a fresh drop was added. The grids were dried for 10 minutes before imaging. Grids were observed under a Talos L120C TEM (Thermo Scientific) operating at 120 kV. Images were analyzed using ImageJ software.

### 4.6. ELISA

A half-area, high affinity binding 96 well plate was coated with a CD63 capture antibody (Abcam, ab253503) and incubated overnight at 4°C. The plate was then blocked with 1% BSA in 1X PBS for an hour at room temperature. Varying dilutions of sample (1:50, 1:100, and 1:200) were added, along with CD63 standards (Sino Biological, 50557-MNCH), and incubated for 1 hour at 37°C. A Biotinylated-CD63 detection antibody (Abcam, ab253503) was added and incubated for 1 hour at 37°C, protected from light. Streptavidin-HRP was added for 20 minutes, followed by a substrate solution for another 15 minutes. Stop solution was added and the plate was read at 450 nm. Samples were plated in triplicate.

### 4.7. Immunocytochemistry (ICC)

Primary murine cortical neurons were stained 11 days after plating. The supernatant was aspirated, and the cells were washed once with 1X PBS. The cells were fixed with 4% paraformaldehyde (PFA) for 15 minutes rotating, covered from light at room temperature. The solution was aspirated, and coverslips washed three times with 1X PBS. Permeabilization buffer (deionized water supplemented with 10% 10X PBS, 3% BSA, and 0.3% Triton X-100) was added for 10 minutes under rotation, covered from light at room temperature, the solution aspirated, and the coverslips washed three times with 1X PBS. Addition of 5% Donkey Serum (DS), in 1X PBS, was used for a 30 minute block followed by primary antibody ((chicken MAP2 (Abcam, ab5392, 1:1,000), Biotinylated DBA (Vector Labs, B-1035, 1:500), and rabbit NeuN (Abcam, ab177487, 1:500)) diluted in blocking buffer and incubated overnight. Following a further wash, secondary antibody (goat anti-chicken 568 nm (Invitrogen, A11041, 1:1,000), streptavidin conjugate 647 nm (Invitrogen, 532357, 1:1,000), and goat anti-rabbit 488 nm (Invitrogen, A11034, 1:1,000)) was incubated for 1 hour. Following a final wash, slides were cured overnight with VECTASHIELD Mounting Medium with DAPI (Vector Laboratories, H-1500) and imaged with a Leica DMI6000 B inverted fluorescent microscope. When counting the cells “n” represents a single cell throughout multiple experiments.

To visualize EVs in astrocytes, primary murine astrocytes were plated at 2.5x10^5^ cells per well in 2 mL in a 6 well PLL coated plates. PKH67 dye (488 nm) stained the EVs according to the manufacturer’s protocol (Sigma, PKH67GL-1KT). EVs were added to astrocytes and incubated at 37°C with 5% CO_2_ for 2 hours. After incubation, supernatant was aspirated and cells washed once with 1X PBS, as described above. Primary antibody (rat GFAP (Invitrogen, 13-0300, 1:250)) and secondary antibody (donkey anti-rat 568 nm (Invitrogen, A78946, 1:1,000)) diluted in blocking buffer was added. Slides were cured overnight with VECTASHIELD Mounting Medium with DAPI and imaged with a Keyence BZ-X all-in-one fluorescent microscope. DOI: https://doi.org/10.17504/protocols.io.n2bvj9kmwlk5/v1.

For permeabilization experiments following the 2 hour PKH67 labeled EV incubation, astrocytes were further incubated with a primary antibody (rabbit anti-GRA7 (generously gifted by Li-av Zarko, UTMB, 1:250)) diluted in blocking buffer for 1 hour at room temperature. After incubation, supernatant was aspirated and cells washed three times with 1X PBS. For extracellular GRA7 labeling a secondary antibody (donkey anti-rabbit 647 nm (Invitrogen, A31573, 1:1,000)) diluted in blocking buffer was added for 1 hour at room temperature, followed by aspiration and three washes with 1X PBS. Acetone was added to the cells on ice for 10 minutes, followed by aspiration and three washes with 1X PBS. Addition of 5% DS, in 1X PBS, was used to block for 30 minutes at room temperature. The same primary antibody (GRA7) is added and incubated for 1 hour at room temperature, followed by aspiration and three washes with 1X PBS. An additional set of secondary antibodies were added to stain for intracellular GRA7 ((goat anti-rabbit 555 nm (Invitrogen, A21428, 1:1,000)) and (Phalloidin 647 nm (AAT Bioquest, 23127, 1:1,000)) for 1 hour at room temperature, followed by aspiration and three washes with 1X PBS. Slides were cured overnight with VECTASHIELD Mounting Medium with DAPI and imaged with a Keyence BZ-X all-in-one fluorescent microscope.

For blocking experiments endocytic pathway blockers were added 1 hour prior to the addition of PKH67 stained EVs. Astrocytes were incubated with both 25 μM EIPA (5-(N-Ethyl-Nisopropyl) amiloride) (Bio-techne, 3378/10) and 10 μM Cytochalasin D (Gibco, PHZ1063) to observe the EV uptake mechanism. Slides were imaged with a Leica DMI6000 B inverted fluorescent microscope.

### 4.8. Liquid Chromatography (LC)-Mass Spectrometry (MS)/MS

EVs were lysed in RIPA buffer (Thermo, 89901) containing protease inhibitors (Protease Inhibitor Mini Tablets, Thermo, A32955) at 400 μL of RIPA to 100 μL of EVs and incubated on ice for 15 minutes with occasional vortexing. EVs were passed through a 20-gauge needle 5 times and spun at 14,000 g for 15 minutes at 4°C. The supernatant was collected and transferred to an ultracentrifuge tube and washed with 2–3 mL of 8 M urea added and centrifuged at 4,400 rpm for 30 minutes at room temperature. This wash step was repeated three times. To each sample 20 μM dithiothreitol (DTT) (Bio-rad, 1610611) was added and incubated at 37°C for 1 hour. Following incubation 55 μM indoleacetic acid (IAA) (Sigma-Aldrich, I3750) was added and incubated for 30 minutes in the dark at room temperature. A buffer exchange to 50 mM ammonium bicarbonate (ABC) (Fisher Scientific, 02-002-270) was performed at 4,000 rpm for 20–40 minutes at room temperature. This step was repeated 4 times. To each sample 10 μg of Trypsin (Thermo Scientific, 20233) was added and incubated overnight for 16 hours at room temperature. Peptides were collected following centrifugation at 4,600 rpm for 40 minutes at room temperature and concentrated using a Speed-Vac. The peptides were desalted by a C18 ZipTip column (Thermo Scientific, 87782). The peptide solution was then dried by Speed-Vac and stored at -80°C until further LC-MS/MS analysis. Samples were harvested in triplicate.

For LC-MS/MS analysis, fractions were resuspended in 20 μL water with 0.1% formic acid (TCI America, 64-18-6) and separated by nano-LC followed by analysis by on-line electrospray tandem mass spectrometry. Experiments were performed on an EASY-nLC 1200 system (Thermo Fisher) connected to a quadrupole-Orbitrap mass spectrometer Orbitrap Fusion Tribrid Mass Spectrometry equipped with an EASY-Spray ion source (Thermo Fisher). From each peptide, 5 μL was loaded onto the trap column (Acclaim PepMap 100 C18 HPLC column, 75 μm x 25 cm, Thermo Scientific, 164946) with a flow of 10 μl/min for 3 min and subsequently separated on the analytical column (Acclaim PepMap C18) with a linear gradient, from 3% D to 40% D in 55 min. The column was re-equilibrated at initial conditions for 5 min. The flow rate was maintained at 300 nL/min and column temperature was maintained at 45°C. The electrospray voltage of 2.2 kV versus the inlet of the mass spectrometer was used. The Orbitrap Fusion Tribid Mass Spectrometry was operated in the data-dependent mode to switch automatically between MS and MS/MS acquisition. Survey full-scan MS spectra (m/z 375-1500) were acquired with a mass resolution of 60K, followed by fifteen sequential high energy collisional dissociation (HCD). The AGC target was set to 4.0E^5^, and the maximum injection time was 100 ms. MS/MS acquisition was performed in ion trap with the AGC target set to 3E^4^, and the isolation window at 1.6 m/z. Ions with charge states 2+, 3+, and 4+ were sequentially fragmented by HCD with a normalized collision energy (NCE) of 35%. Fixed first mass was set at 100. In all cases, one micro scan was recorded using a dynamic exclusion of 30 seconds.

LC-MS/MS raw data were processed and analyzed using MaxQuant (v 2.1.4.0) aligned to the TgondiiME49 (Toxo DB, version 68) and mouse (Uniport, ID UP000000589) genome databases. In particular, mass tolerances for precursor and fragment ions were 6 and 10 ppm, respectively, the minimum pep-tide length was 6 amino acids, and the maximum number of missed cleavages for trypsin was 2. LC-MS/MS validation of the peptide sequences for the most significant proteins were demonstrated (S2 Fig).

### 4.9. Western blot

EVs were lysed in RIPA buffer (Thermo, 89901) containing Protease Inhibitor Mini Tablets (Thermo, A32955) at 400 μL of RIPA to 100 μL of EVs and incubated on ice for 15 minutes with occasional vortexing. The EVs were passed through a 20-gauge needle 5 times and spun at 14,000 g for 15 minutes at 4°C. The supernatant was then collected and saved at -80°C. Protein concentration was measured by a Micro BCA Protein Assay Kit (Thermo, 23235) according to the manufacturer’s protocol. Equal amounts of proteins (2 μg/mL) were separated by SDS-PAGE for 2 hours and transferred onto 0.2 μm nitrocellulose membranes for an additional 1.5 hours. Membranes were washed with 0.1% PBST (1X PBS + 0.1% Tween20) for 5 minutes, shaking at room temperature. Membranes were blocked in a blocking solution (0.1% PBST + 5% Milk) for 30 minutes at room temperature shaking and then probed with primary antibodies (rat anti-CD9 (Sigma, SAB4700567, 1:500), rabbit anti-HSP90B (Proteintech, 11405-1-AP, 1:500), rabbit anti-Vimentin (Abcam, ab92547, 1:500), rabbit anti-Calnexin (Abcam, ab22595, 1:500), rabbit anti-GRA7 (generously gifted by Li-av Zarko, UTMB, 1:1,000)) overnight at 4°C shaking. After washing three times for 5 min in 0.1% PBST, membranes were incubated with HRP-conjugated secondary antibodies (goat anti-rat HRP conjugate (Cell Signaling, 70775, 1:1,000), goat anti-rabbit HRP conjugate (Bio-Rad, 170-5046, 1:5,000)) for 1 h at room temperature shaking. Membranes were washed five times for 10 minutes in 0.1% PBST. Signal was detected with the ECL Western blotting substrate (BioRad, 170-5061) and imaged on the Gel Doc XR+ System (BioRad). Blots were analyzed using ImageJ software.

Primary astrocyte cultures were plated at 1x10^5^ cells/mL in 2 mL in 6-well plates. One day after plating Dexamethasone at 100 nM was added to stimulate GLT-1 expression. One day after Dexamethasone treatment experimental conditions were added: media alone, LPS/IFNγ (100 ng/mL and 100 U/mL), EVs from uninfected neurons (2 μg/mL), or EVs from infected neurons (2 μg/mL) and astrocytes incubated for 24 hours. EV concentration was based on publications and material [112,143]. Cells were washed and lysed in RIPA buffer containing protease inhibitors, incubated on ice for 15 minutes with occasional shaking, followed by cell scraping and passage through a 20-gauge needle. The lysate was then spun at 14,000 g for 15 minutes at 4°C, supernatant collected and stored at -80°C. Protein concentration was measured by a BCA Protein Assay Kit (Thermo, 23250) according to the manufacturer’s protocol. Equal amounts of proteins (9 μg/mL) were separated by SDS-PAGE for 2 hours and transferred onto a 0.2 μm nitrocellulose membranes for 18.5 hours. Membranes were incubated in a blocking solution for 30 minutes at room temperature and then probed with primary antibodies (rabbit anti-β-actin (Abcam, AB8227, 1:1,000) and guinea-pig anti-GLT-1 (Millipore Sigma, AB1783, 1:500)) overnight at 4 °C. After washing three times for 5 min in 0.1% PBST, membranes were incubated with HRP-conjugated secondary antibodies (goat anti-rabbit HRP conjugate (BioRad, 170-5046, 1:5,000) and goat anti-guinea pig HRP conjugate (Invitrogen, A18769, 1:5,000)) for 1 h at room temperature. Membranes were washed five times for 10 minutes in 0.1% PBST. Signal was detected with the ECL Western blotting substrate and imaged on the Gel Doc XR+ System. Blots were analyzed using ImageJ software. Additional MOIs (0.25, 0.50, 0.75, and 1.0) were also probed for β-actin and GLT-1 with equal amounts of protein added (7 μg/mL). Different concentrations of EVs (3 μg/mL, 0.50 μg/mL, and 0.10 μg/mL) were also probed for β-actin and GLT-1 with equal amounts of protein added (9 μg/mL).

### 4.10. RNA analysis

EV RNA was isolated from neuronal supernatant after a series of ultracentrifugation methods, as mentioned previously. The EV RNA was then isolated through a membrane affinity exoRNeasy Midi Kit (Qiagen, 77144), according to the manufacturer’s protocol. RNA concentration and quality was determined by TapeStation RNA ScreenTape (Agilent Technologies) and High Sensitivity RNA Qubit (Thermo Fisher) at the UCR genomics core. Each condition was done in triplicate to obtain biological replicates.

Primary astrocytes were plated at 1x10^5^ cells per well in 2 mL in 6 well plates with the same conditions listed under the Western Blot section. After 24 hours of incubation the wells were washed once with 1X PBS and lysed with 350 µl of Buffer RLT (Qiagen RNeasy Mini Kit, 74104). Cells were harvested and passed through a 20-gauge needle 5 times. Following lysis, the RNeasy Mini Kit was utilized following the manufacturer’s protocol. RNA concentration and quality was determined by TapeStation RNA ScreenTape (Agilent Technologies) at the UCR genomics core. Samples with a RIN (RNA Integrity Number) > 9 were chosen. Each condition was conducted in triplicate to obtain biological replicates.

For EV RNA sequencing library construction, quality control, and small RNA sequencing (RNA-Seq) were performed by the UCR Genomics Core. Libraries were constructed with the Qiagen QIAseq miRNA Library Kit (331502) along with the NEBNext Library Quant kit for Illumina (E7630S) for additional quality control. Samples were sequenced on the Illumina NextSeq2000 platform with SE100 around 100 million reads per sample. Raw data in fastq format was processed through CLC genomics workbench (v24.0.2) to remove UMIs (unique molecular identifiers) and aligned to miRbase (v22) mouse genome. Simultaneously, QC and GC content of the clean reads was calculated. All downstream analyses were based on high quality clean data. Differential expression analysis of biological replicates was performed using the DESeq2 R package (v1.20.0). Feature counts were normalized using the normalization function in the DESeq2 package. miRNAs with a p-value <=0.05 and a fold change (FC) >0, found by DESeq2, were assigned as differentially expressed.

For astrocyte RNA sequencing library construction, quality control, and bulk RNA-Seq were performed by UCSD Genomics Core with 25 ng RNA used for each sample. Libraries were generated using the Illumina Stranded mRNA Prep according to the manufacturer’s protocol. Constructed libraries were sequenced on the Illumina NovaSeqXPlus LH00444 (240223_LH00444_0061_B223HCLLT4) platform with PE150 around 25 million reads per sample. Raw data in fastq format was processed through FastQC software (v0.11.9) and clean reads were obtained by the removal of reads containing adapters, poly-N and low-quality through Trim Galore software (v0.6.7). Simultaneously, QC and GC content of the clean reads was calculated. All downstream analyses were based on high quality clean data. Reads were aligned to the mouse genome (Gencode, GRCm39, vM34) using STAR (v2.7.11a) and featureCounts (v1.5.0-p3) was used to count the number of reads mapped to each gene. Differential expression analysis of biological replicates was performed using the DESeq2 R package (v1.20.0). Feature counts were normalized using the normalization function in the DESeq2 package. Genes with a p-value <=0.05 and a fold change (FC) >0, found by DESeq2, were assigned as differentially expressed. Gene Ontology (GO) enrichment analysis of differentially expressed genes was performed by the clusterProfiler R package, in which gene length bias was corrected. GO terms with p-values less than 0.05 were considered significantly enriched by differential expressed genes.

### 4.11. Data analysis

Data was plotted using GraphPad Prism 9.0 software, replicates were analyzed using mean and standard deviation, and statistical significance was determined using an unpaired t-test or one way-ANOVA (p < 0.05).

## Supporting information

S1 Fig An increase in MOI decreases neuronal dendrite numbers. For quantifications “n” represents a single cell throughout multiple experiments. (**A**) Images taken three days post infection. DAPI stains the nucleus, MAP2 stains the perikarya and dendrites on neurons, DBA stains the sugars of the cyst wall. In all four different infected MOIs there is overlap of the cyst and neuron. Scale bar at 50 µm. (**B**) Quantification of the percentage of infected neurons. The number of cysts and neuronal nuclei were counted and the percentage of infection was calculated (One-way ANOVA, n (0.25) = 26, n (0.50) = 29, n (0.75) = 49, n (1.0) = 55, 0.25 vs. 0.50 p value = 0.0314, 0.25 vs. 0.75 p value = 0.0005, 0.25 vs. 1.0 p value = < 0.0001, 0.50 vs. 0.75 p value = 0.7621, 0.50 vs. 1.0 p value = 0.2045, 0.75 vs. 1.0 p value = 0.6699). (**C**) Quantification of the number of dendrites from neurons using Neurolucida. The number of dendrites for each of the infected neuronal groups was compared to the uninfected control group (One-way ANOVA, n (Uninfected) = 29, n (0.25) = 49, n (0.50) = 31, n (0.75) = 54, n (1.0) = 55, Uninfected vs. 0.25 p value = 0.0014, Uninfected vs. 0.50 p value = 0.0036, Uninfected vs. 0.75 p value = < 0.0001, Uninfected vs. 1.0 p value = < 0.0001).
(TIF)

S2 Fig LC-MS/MS peptide sequence confirmations for three different proteins. (**A**) Extracted ion chromatography (XIC) for the three different significantly regulated proteins. Vimentin (Vim) is upregulated during infection. Reelin (Reln) is downregulated during infection. GRA7 is found in EVs from infected neurons. (**B**) MS1 (first pass) graphs for the peptide sequences for each of the three different proteins. (**C**) MS2 (second pass) for the peptide sequences along with the y and b ions to confirm sequence.
(TIF)

S3 Fig Astrocytes do not take up neuronal EVs through macropinocytosis. (**A**) Orthogonal view of the z-stacks highlighting astrocyte (GFAP) uptake of EVs (PKH67) in the XZ and YZ planes for both groups. (**B**) Fluorescence microscopy of astrocytes after the addition of uptake blockers and EVs from uninfected and *T. gondii* infected neurons. Scale bar: 20 µm. Quantification of the percentage of astrocytes that contain EVs. “n” represents a single cell across multiple experiments (Unpaired t-test, n (Uninfected Control) = 25, n (Infected Control) = 25, n (Uninfected Cytochalasin D/EIPA) = 33, n (Infected Cytochalasin D/EIPA) = 28, Uninfected Control vs. Uninfected Cytochalasin D/EIPA p = 0.1531, Infected Control vs. Infected Cytochalasin D/EIPA p = 0.8922). (**C**) Not all EVs from infected neurons (PKH67) are GRA7 positive. DAPI stains the nucleus, PKH67 stains the EVs, GRA7 stains the internalized GRA7 proteins, Phalloidin stains the actin filaments of the astrocyte.
(TIFF)

S4 Fig PCA plots of astrocyte gene expression following the addition of EVs, excluding the LPS/IFNγ data. (**A**) PCA of astrocytes after 24 hours with the addition of cell culture media (gray), cell culture media without dexamethasone (green), EVs from uninfected neurons (blue) and EVs from infected neurons (purple). (**B**) PCA plot excluding cell culture media without dexamethasone values. (**C**) Volcano plot and GO analysis of DEGs comparing astrocytes RNA after the addition of media, LPS/IFNγ, and EVs from infected neurons. For the volcano plot anything above -log10(0.05) was considered significant. Upregulated genes are shown in red, downregulated shown in blue, and no change in black. For GO analysis bar graphs to the right of 0 indicate upregulated GO terms and to the left represent downregulated GO terms. Bar graphs are colored accorded to adjusted p value (padj).
(TIF)

S5 Fig GLT-1 protein concentrations are not changed based on MOI, nor dependent on EV concentrations. (**A**) Astrocytes with the addition of EVs from uninfected neurons were used as a control to compare with the remaining sample. β-Actin (~42 kDa) was utilized as a loading control. GLT-1 (~62 kDa) was present in all samples with different intensities. Image of gel was taken 166.2 seconds after exposure. Quantification of Western Blot bands using Fiji (ImageJ). The area of the bands in pixels was measured for both β-Actin and GLT-1. A ratio of the pixels (GLT-1/β-Actin) was taken and plotted (One-way ANOVA, n (EVs-Uninfected) = 2, n (EVs-Infected MOI 0.25) = 3, n (EVs-Infected MOI 0.50) = 3, n (EVs-Infected MOI 0.75) = 3, n (EVs-Infected MOI 1.0) = 3, EVs-Uninfected vs. EVs-Infected MOI 0.25 p value = 0.0006, EVs-Uninfected vs. EVs-Infected MOI 0.50 p value = 0.0003, EVs-Uninfected vs. EVs-Infected MOI 0.75 = < 0.0001, EVs-Uninfected vs. EVs-Infected MOI 1.0 p value = 0.0003). (**B**) Western blot for GLT-1 protein expression after the addition of different EV concentrations from uninfected and infected EVs. β-Actin (~42 kDa) was utilized as a loading control. GLT-1 (~62 kDA) was present in all samples with different intensities. Image of gel was taken 29.9 seconds after exposure. Quantification of Western Blot bands using Fiji (ImageJ). The area of the bands in pixels was measured for both β-Actin and GLT-1. A ratio of the pixels (GLT-1/β-Actin) was taken and plotted (One-way ANOVA, n (EVs-Uninfected 3 µg/mL) = 2, n (EVs-Infected 3 µg/mL) = 2, n (EVs-Uninfected 0.50 µg/mL) = 2, n (EVs-Infected 0.50 µg/mL) = 2, n (EVs-Uninfected 0.10 µg/mL) = 2, n (EVs-Infected 0.10 µg/mL) = 2, Uninfected 3 μg/mL vs. Infected 3 μg/mL p value = 0.0403, Uninfected 3 μg/mL vs. Uninfected 0.50 μg/mL p value = 0.0057, Uninfected 3 μg/mL vs. Infected 0.50 μg/mL p value = 0.0045, Uninfected 3 μg/mL vs. Uninfected 0.10 μg/mL p value = 0.0085, Uninfected 3 μg/mL vs. Infected 0.10 μg/mL p value = 0.0080, Infected 3 μg/mL vs. Uninfected 0.50 μg/mL p value = 0.3896, Infected 3 μg/mL vs. Infected 0.50 μg/mL p value = 0.2853, Infected 3 μg/mL vs. Uninfected 0.10 μg/mL p value = 0.6060, Infected 3 μg/mL vs. Infected 0.10 μg/mL p value = 0.5730, Uninfected 0.50 μg/mL vs. Infected 0.50 μg/mL p value = 0.9995, Uninfected 0.50 μg/mL vs. Uninfected 0.10 μg/mL p value = 0.9957, Uninfected 0.50 μg/mL vs. Infected 0.10 μg/mL p value = 0.9979, Infected 0.50 μg/mL vs. Uninfected 0.10 μg/mL p value = 0.9649, Infected 0.50 μg/mL vs. Infected 0.10 μg/mL p value = 0.9756, Uninfected 0.10 μg/mL vs. Infected 0.10 μg/mL p value = > 0.9999).
(TIF)

S1 Table List of the top 10 significant proteins that are upregulated and downregulated regarding infection when aligned to the mouse genome. Upregulated proteins are more involved in a stress or interferon response and structural support. Downregulated proteins are more involved with neuronal growth and migration.
(TIF)

S2 Table List of the significantly upregulated proteins following infection when aligned to the Toxoplasma genome. Upregulated proteins consistent of parasite specific dense granules (GRAs) and matrix antigen proteins (MAGs) involved in cyst formation, along with some housekeeping proteins.
(TIF)

S3 Table List of the significant differentially expressed miRNA that are upregulated and downregulated regarding infection. Upregulated miRNA are more related to an anti-inflammatory response. Downregulated miRNA are more involved in a pro-inflammatory response.
(TIF)

S4 Table List of the top 10 significant differentially expressed Genes (DEGs) that are upregulated and downregulated regarding infection. Upregulated genes are more related to an immune and pro-inflammatory response. Downregulated genes are more involved in cellular communication.
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

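The data are miRNA counts from EVs of primary mouse cortical neuron cultures, in 3 EVs-Uninfected and 3 EVs-Infected libraries. The groups and replicate numbers came from the sample labels, and the MOI and days of collection from the paper. The authors prepared libraries with a miRNA kit, removed the unique molecular identifiers in CLC Genomics Workbench, aligned the reads to the mouse entries of miRBase and deposited raw counts of mature miRNAs. The sample labels name another library kit, one for messenger RNA. The mismatches allowed, the treatment of sequences shared by several miRNAs and whether reads or molecules were counted are not given in the sources used here. The authors also deposited normalized counts, a signal equal to the raw count divided by 1 size factor per library. Both tables were checked against each other. The raw count divided by the normalized count was constant within each library to a relative spread of 1.42e-09, the factors were those of DESeq2, and the same 264 miRNAs with a count were in both.

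Total counts per library ranged from 1663 to 10769, with a median of 1998 in EVs-Uninfected and 7067 in EVs-Infected. With totals of this size, a count of 0 over the EVs-Uninfected group allows up to 509 CPM on the raw totals. Replicates of the same group were compared by a chi-square test of their counts over miRNAs. Each pair differed by more than counting noise alone (largest p of the chi-square tests, 1.00e-10), so that no library was taken as a copy of another. The test treats each count as an independent molecule, which the sources used here do not state. It therefore cannot show that the replicates came from separate cultures.

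The main test was edgeR's quasi-likelihood test (version 4.0.16, legacy setting) on the raw counts with TMM factors, over every miRNA with at least 1 count, with group as the only term. miRNAs were called at an unadjusted p at or under 0.05, the threshold of the paper, and counted again at a Benjamini-Hochberg adjusted p under 0.05. CPM were computed on the TMM-scaled totals. For a miRNA with no count in 1 group, the fold was bounded against 3 counts over that group. The separation and the spread of the groups were computed on log2 CPM with a prior count of 2 and tested over all splits or assignments of the 6 libraries. For the z-scores, the authors' normalized counts were used. R 4.3.3, limma 3.58.1 and DESeq2 1.42.0 were used. The paper names an earlier version of DESeq2.

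The miRNAs followed over all alternatives were fixed by a rule written before the data were examined. They are the 14 miRNAs of Fig 4, whose direction and rough size had been seen in the figure, both arms of miR-124, the 5 miRNAs with the smallest unadjusted p that the paper does not name, the 5 with the highest mean CPM and the 3 with the highest mean CPM of a fibroblast list and of a neuron list. The lists of 18 fibroblast, 21 neuron, 5 leukocyte and 3 red cell miRNAs were written by hand before the data were examined. The fibroblast and neuron lists were tested as sets with camera (preset correlation 0.01) and with fry.

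The alternatives were DESeq2's Wald test, RLE factors, library totals alone, TMMwsp factors, edgeR's filter on low counts at its defaults, a minimum of 10 counts in all, the replicate number as a block, the bias-adjusted quasi-likelihood, limma on the log2 of the authors' normalized counts plus 1, 0.1 or 5, and leaving out each library in turn. For the separation and spread they were 5 other transformations, both filters and leaving out each library. Thinning every library to 1663 counts (20 draws), a blind variance stabilizing transformation and the bounds under each scaling and without each library were added after the data were examined.

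The test script was tested on simulated data. Counts were drawn for 264 miRNAs in 3 EVs-Infected against 3 EVs-Uninfected libraries, in 20 simulations. The dispersion, the spread between replicates beyond counting noise, was set to 0.215 for every miRNA. The 40 miRNAs changed by 4-fold were taken from those with at least 10 counts in all, so that the recovery does not cover lower counts. At an unadjusted p at or under 0.05, edgeR recovered 66.5% of the changed miRNAs and DESeq2 57.1%. With no miRNA changed, edgeR called a median of 8.5 miRNAs (2 to 14) and DESeq2 3 (0 to 7), and 1 of 20 simulations of each had a call on the adjusted p.

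Precursors were matched by name to the gene annotation of the mouse genome GRCm39, and 241 of the 264 miRNAs had one. For each, the genomic occurrences of every stretch of 20 bases in the side of the precursor that holds the arm were counted on both strands with Python 3.11.15 and NumPy 2.4.6, and the highest count was kept. For names that give no arm, such as miR-3470a and miR-3473b, the whole precursor was searched. The sequences of the mature miRNAs, the reads and the S3 Table were not used here.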

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

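The test of whether too few counts lie behind these miRNAs and the bounds with a library left out were chosen only after the result was seen.

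Of the 16 miRNAs called by edgeR at an unadjusted p at or under 0.05, 4 are not among the 14 of Fig 4C, and all 4 were above their level in EVs-Uninfected. The mean level of miR-146a-5p was 1494 CPM in EVs-Infected against 166 in EVs-Uninfected, from 0, 0 and 1 counts in EVs-Uninfected and 6, 7 and 21 in EVs-Infected (log2 fold change 2.98, standard error 1.30, edgeR adjusted p = 0.484). For miR-708-3p the means were 1737 and 333 CPM, from 0, 0 and 2 and from 19, 15 and 5 counts (log2 fold change 2.29, standard error 1.11, edgeR adjusted p = 0.695). Without EVs-Uninfected replicate 3 neither has a count in EVs-Uninfected, and against a floor of 3 counts over that group they were at least 2.08-fold and 2.38-fold higher. The other arm of the miR-708 precursor, miR-708-5p, was called lower (log2 fold change -2.17), so that the arms were called in opposite directions. miR-182-5p stood at 733 CPM in EVs-Infected, from 3, 2 and 12 counts, with none in EVs-Uninfected, at least 1.49-fold higher against a floor of 3 counts over the group (edgeR adjusted p = 0.572). Without EVs-Infected replicate 3 this ratio was 0.625 and without EVs-Uninfected replicate 1 it was 0.976, neither of which bounds a rise. miR-23a-3p stood at 636 CPM, from 9, 3 and 3 counts, with none in EVs-Uninfected, at least 1.32-fold higher on the same floor (edgeR adjusted p = 0.711), with ratios of 0.872 without EVs-Infected replicate 1 and 0.862 without EVs-Uninfected replicate 1.

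Too few counts to call a miRNA is a technical explanation that stays open for all 4. The number of them that were called fell to 0 under DESeq2, without EVs-Uninfected replicate 1 and without EVs-Uninfected replicate 2. edgeR's filter on low counts left none of them to test. It was 1 without EVs-Infected replicate 3, and 4 under limma with 1 or 0.1 added. With no miRNA changed, simulated libraries of this depth gave a median of 8.5 calls by edgeR, more than these 4. miR-146a-5p is also on the leukocyte list and miR-23a-3p on the fibroblast list, so that RNA of other cells is a further candidate explanation that was not tested for either alone. Infection of the neurons, the difference that the design names, remains open as well.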

How the results depend on the processing

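The tests on libraries thinned to equal depth and the blind variance stabilizing transformation were chosen only after the results were seen, and the other alternatives before the data were examined.

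All 14 miRNAs of Fig 4C kept the direction drawn there under every alternative that tested them, thinning included. Over 28 miRNAs, those of the naming rule without miR-124-5p, which is given below, and their alternatives, 396 values kept their direction and their side of an unadjusted p of 0.05, 57 were no longer past it, 20 came to pass it and 16 changed sign. Of the 20, 7 were of miR-1224-5p and 7 of miR-19b-3p, which had no count in EVs-Uninfected and 5, 2 and 6 in EVs-Infected and was not called. The sign changes were all in miRNAs that were not called. let-7i-5p was 0.21 on the log2 scale and -0.063 by DESeq2 and with RLE factors, -0.0097 with edgeR's filter on low counts, -0.14 by limma with 1, 0.1 or 5 added and -0.038 when thinned. With 1 library left out it ranged from -0.33 to 0.46, let-7c-5p from -0.41 to 0.22, miR-129-5p from -0.31 to 0.062, miR-100-5p from -0.29 to 2.22 and miR-128-3p from -0.61 to 0.072. The cause was not tested.

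The count of miRNAs at an unadjusted p at or under 0.05 was 16, with 12 higher and 4 lower. It was 6 with edgeR's filter on low counts (4 higher, 2 lower), which tested only 46 miRNAs and 6 of the study's 14, and called those 6. By limma it was 26 with 1 added (19 higher, 7 lower), 25 with 0.1 added (21 higher, 4 lower) and 26 with 5 added (17 higher, 9 lower). With 1 library left out it ranged from 11 to 19, with 8 to 15 higher and 3 to 6 lower, and the study's 14 gave 9 to 12 calls. On the adjusted p the count was 6, and it was 2 by DESeq2, 2 with edgeR's filter, 3 with the bias-adjusted quasi-likelihood, 8 by limma with 0.1 added, 7 with a minimum of 10 counts and 2 to 7 with 1 library left out. It was 2 without EVs-Uninfected replicate 1 or EVs-Infected replicate 1, and 3 without EVs-Infected replicate 3. Beyond the smaller number of miRNAs or libraries tested, the cause was not tested.

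miR-124-5p had a log2 fold change of -3.78 and was not called. With 1 library left out it ranged from -4.50 to -3.55, and it was called at -4.50 without EVs-Uninfected replicate 1 on the unadjusted p (edgeR adjusted p = 0.808). It gave no value without EVs-Uninfected replicate 3, which held both of its counts, or under the 2 filters on low counts.

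The median log2 fold change of the fibroblast list was 2.57 and its camera p was 0.382. The set passed 0.05 only by limma, with medians of 0.55, 1.86 and 0.18 for 1, 0.1 and 5 added. The neuron list had a median of 0.55 and a camera p of 0.0422. The set no longer passed 0.05 with RLE factors (0.28), library totals alone (0.45), TMMwsp factors (0.44), a minimum of 10 counts (0.45), limma with 1 (0.16), 0.1 (0.28) or 5 added (0.068) and thinning (0.086), and its median fell below 0 by DESeq2 (-0.22) and with edgeR's filter (-0.12). With 1 library left out it ranged from 0.31 to 0.75, and the camera p was over 0.05 in all of these fits but that without EVs-Uninfected replicate 2 (0.0459). The highest was 0.212, without EVs-Infected replicate 2. The cause was not tested.

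The separation of the groups was 1.97 and ranged from 1.59 to 2.26 over the other transformations and filters. Its permutation p was 0.1, the smallest possible, and 0.2 with edgeR's filter on low counts (1.77) and without EVs-Infected replicate 1 (1.47). The ratio of the spread within EVs-Uninfected to that within EVs-Infected was 1.28, and it fell below 1 with rlog (0.976), with unit variance per miRNA (0.867) and when thinned (0.95). It was 1.07 to 1.66 with 1 library left out, where the smaller group has a shorter mean distance by its size alone. Its permutation p was 0.3, and 0.1, the smallest possible, on the log2 of the normalized counts plus 1 (1.43), with a prior count of 0.5 (1.32), with a minimum of 10 counts (1.31) and without EVs-Infected replicate 1 (1.59) or 2 (1.66). The first component held 38.5% of the variance, and 43.4% with rlog, 30.7% with unit variance, 46.8% with edgeR's filter and 36.0% to 46.8% with 1 library left out. The cause of these shifts was not tested, apart from the depth in the thinned libraries. Part of the shift of the spread ratio with a library left out follows from group size.

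The replicate numbers are shared by the groups. The deviations of libraries with the same number from their group means correlated at -0.0131, -0.118 and 0.0566 for replicates 1, 2 and 3, which shows no pairing by number. As 144 of the 264 miRNAs had fewer than 10 counts in all, counting noise could hide a pairing, which is therefore not excluded. With the replicate number as a block (replicate block), 13 miRNAs were called, 10 higher and 3 lower, of which 11 were among the study's 14, and 4 on the adjusted p. let-7c-5p was 0.025 in this fit.

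The depth limits which differences are detectable, as of the 264 miRNAs, 144 had fewer than 10 counts in all and 112 had none in EVs-Uninfected.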

Differences from the paper's values

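The bounds of miR-199a-3p under each alternative were computed only after the result was seen.

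The paper's number of significantly differentially expressed miRNAs is 264, and 16 miRNAs were called here at the paper's threshold. None of the alternatives set before the data were examined comes within the paper's number, with 6 to 26 calls over other tests, scalings and filters and 11 to 19 with 1 library left out. The number of miRNAs with at least 1 count is also 264, and it equals the sum of the 8 upregulated, 6 downregulated and 250 not changed that the legend of Fig 4C gives. By DESeq2 the calls were 8, 6 and 250.

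For miR-199a-3p the paper's value is a rise of over 5-fold, without a statement of its scale. It had no count in EVs-Uninfected, and against a floor of 3 counts over that group it was at least 8.62-fold higher, which a rise of over 5-fold also covers if it is linear. The bound is not over 1.5 times the paper's 5 with the factors of DESeq2 and limma and with RLE factors (7.22 for each), without EVs-Uninfected replicates 1, 2 or 3 (5.63, 5.86 and 5.98) and without EVs-Infected replicate 1 (3.05). It is over 1.5 times the paper's 5 with library totals alone (8.05), TMMwsp factors (7.92), a minimum of 10 counts (8.51), the replicate block or the bias-adjusted quasi-likelihood (8.62 for each), or without EVs-Infected replicates 2 or 3 (11.5 and 9.87). edgeR's filter on low counts does not test miR-199a-3p. On the log2 scale, DESeq2's fitted value was 5.11 and edgeR's 7.26, and both depend on how a group at 0 is treated, so that they are no measure of the size. DESeq2 is also the paper's tool, so that its over 5-fold may be a log2 value. The linear bounds above would then not compare with it.

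The paper's depth is 100 M (mega) reads per sample, and the median total of counts on miRNAs was 0.00414 M per library. Sequenced reads and counts on miRNAs are different quantities, and the reads were not analysed here.

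The paper calls miR-1224-5p and miR-3470a downregulated. Here both were lower in EVs-Infected and neither was called by edgeR's quasi-likelihood test (adjusted p = 0.771 for both). DESeq2 called both, as did limma with 1 or 5 added. miR-1224-5p was also called with RLE factors, TMMwsp factors, edgeR's filter on low counts and the bias-adjusted quasi-likelihood. The other 12 miRNAs of Fig 4C were called here in the direction of the figure.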

Other observations

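The tests of equal depth, of a fixed background, of the splits for the adjusted count, for both lists and for the count of miRNAs without overlap and of the miRNAs with few genomic copies were chosen only after the result was seen, as was the exact Fisher test of genomic copies.

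The number of calls was compared with that of the other ways to split the 6 libraries into 3 and 3. The real split gave 16 calls at an unadjusted p at or under 0.05 and the others 3 to 15, so that 1 of 10 splits, the real one, reached 16. On the adjusted p the real split gave 6 and the others 0 to 4, again 1 of 10. With 10 splits alone, chance cannot be excluded for either count. Simulated libraries with no miRNA changed gave 2 to 14 calls by edgeR, and at most 1 on the adjusted p. By DESeq2 they gave 0 to 7 calls, against 14 in the data. These values argue against chance as simulated, with the same dispersion for every miRNA, for the counts as a whole. The other splits of the real libraries reached 15 and 4, however, which is also above the edgeR simulations.

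EVs-Uninfected libraries held fewer counts. The tables argue against this as the cause of the calls of miR-466i-5p and of most upregulated miRNAs among the study's 14. With every library thinned to 1663 counts, a median of 10.5 of the 14 were called over 20 draws (9 to 13). All 14 kept their direction. miR-466i-5p was called in 20 draws and the upregulated miRNAs in 13 (miR-30d-5p) to 20. The other downregulated miRNAs were called in 2 (miR-3470a), 8 (miR-1224-5p), 10 (miR-3473b), 11 (miR-324-5p) and 13 (miR-708-5p) draws. For these the calls at equal totals do not decide. In contrast, the broader spread of EVs-Uninfected was gone at equal totals, with a median ratio of 0.95 (0.891 to 1.08) that was above 1 in 4 of 20 draws, which is consistent with fewer counts per library as its source. For the larger number of miRNAs detected in EVs-Infected, the means at equal totals were 103 and 121, with standard deviations of 14.9 and 8.37. The groups did not overlap in 1 of 20 draws, so that fewer counts per library in EVs-Uninfected and a richer miRNA content cannot be told apart with 3 libraries in each group.

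The 6 downregulated miRNAs of Fig 4C had nearly the same summed raw counts in both groups, 229 in EVs-Uninfected and 205 in EVs-Infected, a ratio of 0.895. All miRNAs together had a ratio of 4.06 and the 8 upregulated miRNAs a ratio of 17.4. Per library the 6 summed to 98, 70 and 61 in EVs-Uninfected and to 64, 78 and 63 in EVs-Infected. One hypothesis is that these counts may come from a fixed amount of background RNA in every library, diluted in EVs-Infected by a larger yield of miRNA. A fall of these miRNAs in the EVs would give the same ratio when the totals differ by as much, and the 6 were chosen for being lower, so that the explanations cannot be told apart here. The paper reports a lower concentration of EV particles after infection, whereas the miRNA counts were higher in EVs-Infected. How much medium or RNA went into each library was not used here.

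A further hypothesis for the downregulated miRNAs was sequence from genomic repeats, with the prediction written before the copies were counted. Of the 6, 3 have a stretch of 20 bases with at least 100 copies in the genome (miR-3470a, miR-3473b and miR-466i-5p, each with 3002 or more), against 2 of 107 other miRNAs with at least 10 counts and 0 of the 8 upregulated. The comparison was first made on the median copies of the 6, 1503 against 1 for miRNAs outside Fig 4C (permutation test, one-sided, 100000 resamples, p = 0.00026). After that result was seen it was made again on the share with at least 100 copies (exact Fisher test, two-sided, p = 0.00082). The whole precursor was searched for names without an arm, among them miR-3470a, miR-3473b, miR-3470b and miR-709, against 1 side for the others. The longer search can only raise the highest count, so that the miRNAs were not compared on equal terms. If repeats were the cause, other miRNAs with many copies would be lower too. The other 2, named here after their values were seen, are miR-3470b, with a log2 fold change of -0.73 (standard error 0.84, 11 and 26 counts), and miR-709 at -0.01 (3 and 11 counts). Their median of -0.37 did not differ from the 0.37 of miRNAs with fewer copies (permutation test, two-sided, p = 0.233), and 2 miRNAs are too few to decide, so that for the 3 with many copies repeats and a change in the EVs cannot be told apart. For miR-324-5p, miR-708-5p and miR-1224-5p, with at most 4 copies, the copies argue against this explanation.

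The parasite was grown in human foreskin fibroblasts, so that vesicles or RNA of these cells may have come with the inoculum. Of 18 miRNAs on the fibroblast list, none of them among the miRNAs of Fig 4C, 13 had a count in any library and 4 in EVs-Uninfected. They summed to 24 counts in EVs-Uninfected and 195 in EVs-Infected, or 0.407% and 0.816% of the counts. The share was 0.493%, 0.200% and 0.541% in EVs-Uninfected replicates 1, 2 and 3, and 1.14%, 0.281% and 0.778% in EVs-Infected replicates 1, 2 and 3. EVs-Infected replicate 2 thus lay within the EVs-Uninfected range. The EVs-Infected shares had the order in which miR-196a-5p, miR-199a-3p, miR-143-3p, miR-21a-5p and miR-29a-3p stood as well. The most abundant members were miR-152-3p, miR-100-5p and miR-221-3p, with log2 fold changes of 0.89, 0.44 and 2.01. The median of the list was 2.57 and its mean 2.23, and with members absent from EVs-Uninfected at their bound the median was 0.89. All 264 miRNAs had a median of 1.18. The set test gave p = 0.382 (camera, up), with p = 0.585 under an estimated correlation and p = 0.661 by fry (down), and 7 of 10 splits gave as small a p. By fry the list pointed up under limma with 1, 0.1 or 5 added (0.0506, 0.0207 and 0.0697), with a minimum of 10 counts (0.313), with edgeR's filter and without EVs-Infected replicate 2, and down in the other fits on which fry was run. The direction by fry thus hung on the fit, whereas camera pointed up in all fits but that without EVs-Infected replicate 1. Of the 13 members with a count, 12 were higher and 1 lower in EVs-Infected by edgeR. Only 4 members had at least 10 counts in all, too few for the set tests to decide. The hypothesis of fibroblast RNA thus stays open, and counts on mouse miRNAs cannot tell human from mouse copies of the same sequence. By the paper's account not all seeded cells become neurons. Whether other cells remained in the cultures as a source was not tested.

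The neuron list of 21 miRNAs, 17 of them with a count in any library and 15 in EVs-Uninfected, held 27.8% of the counts in EVs-Uninfected and 26.5% in EVs-Infected. Its most abundant members were miR-129-5p, miR-9-5p and miR-128-3p, with log2 fold changes of -0.20, 0.37 and -0.19. The median was 0.55 and the mean 0.57, below the median of all miRNAs, while the camera value, a set test over limma's fit, was 0.0422 (up). The call did not hold under an estimated correlation (0.144) or by fry (0.758), and 3 of 10 splits gave as small a p. On the leukocyte list 2 of 5 miRNAs had counts, 1 in EVs-Uninfected and 35 in EVs-Infected, and on the red cell list 1 of 3, with 2 and 14 counts. No miRNA is on more than 1 of the lists. Over all miRNAs, 31 were higher and 5 lower in EVs-Infected without overlap between the groups. The 36 compare with 10 to 17 under the other splits of the libraries, and among miRNAs with at least 10 counts 25 with 7 to 15. Depth was not made equal for these counts.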
